# Slam protein dictates subcellular localization and translation of its own mRNA

**DOI:** 10.1371/journal.pbio.2003315

**Published:** 2017-12-04

**Authors:** Shuling Yan, Sreemukta Acharya, Stephanie Gröning, Jörg Großhans

## Abstract

Many mRNAs specifically localize within the cytoplasm and are present in RNA-protein complexes. It is generally assumed that localization and complex formation of these RNAs are controlled by trans-acting proteins encoded by genes different than the RNAs themselves. Here, we analyze *slow as molasses* (*slam*) mRNA that prominently colocalizes with its encoded protein at the basal cortical compartment during cellularization. The functional implications of this striking colocalization have been unknown. Here, we show that *slam* mRNA translation is spatiotemporally controlled. We found that translation was largely restricted to the onset of cellularization when Slam protein levels at the basal domain sharply increase. *slam* mRNA was translated locally, at least partially, as not yet translated mRNA transiently accumulated at the basal region. *Slam* RNA accumulated at the basal domain only if Slam protein was present. Furthermore, a *slam* RNA with impaired localization but full coding capacity was only weakly translated. We detected a biochemical interaction of *slam* mRNA and protein as demonstrated by specific co-immunoprecipitation from embryonic lysate. The intimate relationship of *slam* mRNA and protein may constitute a positive feedback loop that facilitates and controls timely and rapid accumulation of Slam protein at the prospective basal region.

## Author summary

While proteins and their encoding messenger RNAs share the same intracellular space during the translation process, thereafter they are usually spatially and biochemically separated. RNA localization follows a specific subcellular pattern—such as apical or basal—and is thought to have important physiological implications during development, which are generally independent from the protein function. Here, we investigate the potential mutual dependencies between *slam* mRNA and its encoded protein during cellularization in early *Drosophila* embryos. *slam* RNA and protein are known to colocalize and are essential for epithelial compartmentalization and timely invagination of the plasma membrane between adjacent nuclei. We now show that Slam protein is required for RNA localization at the basal domain and that this event is needed for efficient translation. In addition to the functional interactions, we find that *slam* RNA and protein are both present in a specific molecular complex. Our findings indicate that *slam* is locally translated and that the interaction between Slam protein and RNA constitutes a self-enhancing mechanism leading to the fast accumulation of Slam protein at the basal domain during the first minutes of cellularization.

## Introduction

Subcellular RNA localization is a widespread phenomenon [1–4]. A large-scale survey of RNA localization in *Drosophila* embryos by RNA in situ hybridization with fluorescent probes revealed that about 70% of all tested transcripts were distributed in a specific subcellular pattern, such as apical or basal localization [5]. The physiological relevance of RNA localization is unknown for most of these transcripts, however. The function and mechanism of RNA localization have been studied in detail in numerous cases. Specific localization is usually mediated by cis-acting elements within the transcript and trans-acting factors [6–9]. Trans-acting factors are encoded by transcripts different than the localizing RNA, in most cases.

We reported previously that *slow as molasses* (*slam*) RNA and protein strikingly colocalize during early *Drosophila* development [10]. However, the function and underlying mechanism of *slam* mRNA-protein colocalization have so far not been analyzed. *slam* is a key player in the change from syncytial to cellular development [11–14]. *slam* is specifically expressed during this stage and is required for furrow invagination and separation of cortical domains during cellularization and, later, for germ cell migration [10, 15, 16]. *slam* mRNA and protein strongly accumulate at the basal cortical domain, which forms the so-called furrow canal (FC). For the specification of the basal domain, *slam* functions redundantly with *nullo*. Markers of the FC such as Dia are present in *slam* mutants but are uniformly distributed in *slam nullo* double mutants [17].

An important feature of the transition from syncytial to cellular development is the rapid and coordinated change of several processes within a few minutes only. As zygotic gene expression gradually increases during the course of many minutes, additional posttranscriptional mechanisms potentially control the temporally and spatially regulated activity of the key players such as *slam* to ensure a switch-like change in behavior of the cellular processes from nuclear cycle 13 to cycle 14.

Here, we investigate the functional and molecular interactions of *slam* mRNA and protein and address the function of *slam* RNA localization and RNA-protein colocalization. In addition to functional interactions, we identified a specific biochemical interaction, in that Slam protein specifically coprecipitated with *slam* mRNA.

## Results

### Temporal and spatial regulation of Slam protein expression

*slam* RNA and protein (about 4,000 nucleotides and 1,173 amino acid residues, S1 Fig) mark the basal region of the cellularization furrow, the FC (Fig 1A and 1B) [10]. Morphologically visible furrows emerge within a few minutes after the last mitosis by invagination of the plasma membrane between adjacent nuclei (Fig 1A). *slam* RNA and protein colocalization was also observed when Slam was ectopically localized (Fig 1B). We achieved ectopic Slam protein localization by employing embryos from *nuf* females, which are impaired for the recycling endosomes [17, 18]. In these embryos, we detected *slam* RNA together with Slam protein at the apical membrane. These data show that *slam* RNA and protein colocalize also in situations of ectopic localization and indicate that the mechanisms controlling *slam* RNA and protein localization are interconnected.

**Fig 1:**
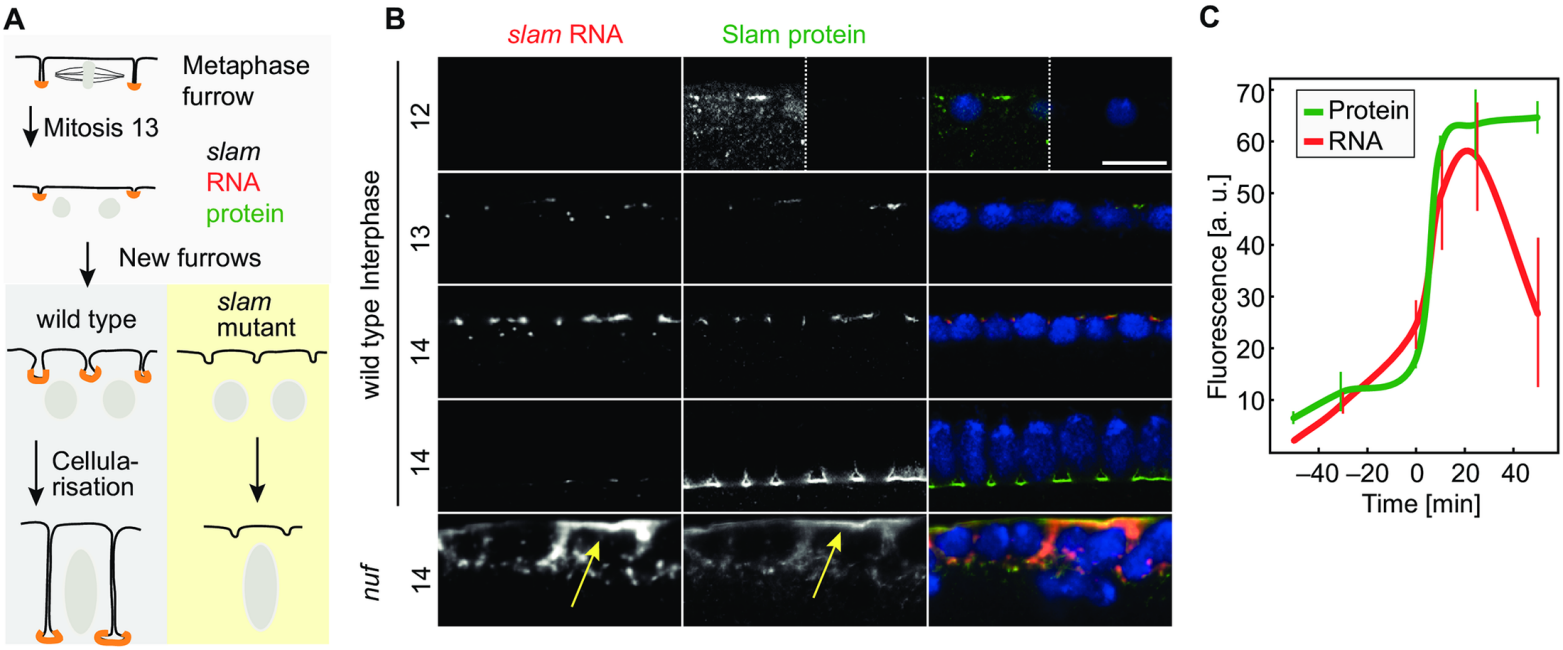
Expression profile of *slam* RNA and protein. **(A)** Schematic drawing of cellularization. *slam* RNA (red) and protein (green) mark the basal cortical domain at the tip of the metaphase furrow and the cellularization furrow. Orange marks RNA protein colocalization. The metaphase furrow transforms into the cellularization furrow. At the onset of cellularization, a new furrow emerges between daughter nuclei and becomes indistinguishable from the old furrows soon after. Furrow invagination is absent in *slam* mutants. **(B)** Fixed wild type and embryos from *nuf* females stained for *slam* RNA (grey/red), Slam protein (grey/green), and DNA (blue). Yellow arrows point to mislocalized *slam* RNA and protein in *nuf* embryos. Insets are images with increased contrast. Scale bars = 10 μm. **(C)** Quantification of fluorescence at the FC after fixation and staining for *slam* RNA and protein. Embryos were manually staged according to morphology, i.e., furrow depth and nuclear shape/length and its corresponding time relative to mitosis 13. Error bars indicate standard error of the mean. *N* = 3 embryos. About 10 furrows were scored in each embryo. The underlying data for this figure can be found in S1 Data. a. u., arbitrary units.

Previous expression and histological analysis indicated an up-regulation of *slam* RNA and protein during the blastoderm stage [10, 15, 16]. Expression analysis by NanoString technology defined the window of strong up-regulation to nuclear cycle 13 and early cellularization (cell cycle 14) [19]. We confirmed these data by measuring total RNA and protein levels. We found an about 10-fold up-regulation of total RNA levels during cellularization (2–3 h) by quantitative PCR (S2A Fig) and a peak of total protein levels in extracts from embryos in cellularization (S2B Fig). Slam is required for formation of the cellularization furrows [15, 16] and identity of the basal domain [10]. As *slam* RNA and protein are strongly enriched at the FC, we next analyzed accumulation of *slam* RNA and protein specifically at the FC in fixed and stained embryos, which were staged by nuclear cycle and by the length of the furrow and nuclei (S2C Fig). By quantification of the fluorescence signal at the FC, we observed a strong (6-fold) up-regulation of both localized RNA and protein within a short period of a few minutes at the transition from mitosis 13 to interphase 14 (Fig 1C). Following this up-regulation, protein levels remained constant, whereas RNA levels gradually decreased after 30 min during the second half of cellularization (Fig 1C).

Based on the colocalization of RNA and protein, we hypothesized that translation of *slam* might be linked to RNA localization. To address this hypothesis, we first defined Slam protein stability and the timing of translation. *slam* RNA may be translated with a constant rate throughout cellularization or specifically during onset of cellularization. To separate the contribution of translation and degradation to the steady state levels of Slam protein, we first measured the stability of green fluorescent protein (GFP)-slam protein during cellularization (Fig 2A, S1 Fig). GFP-slam serves as a proxy for untagged Slam, because GFP-slam can rescue the cellularization phenotype of *slam* mutants. Furthermore, the dynamics of GFP-slam largely reflect the dynamics of Slam protein [17]. To measure the half-life of GFP-slam, we injected cycloheximide into embryos in cellularization to stop new translation (S3A–S3C Fig) and recorded the persistence of GFP-slam fluorescence. From the measured decay of GFP-slam during periods of 10 min, we extrapolated an estimated half-life of approximately 40 min (Fig 2A and 2B). A half-life of 40 min is in the range of the length of cellularization and thus indicates that GFP-slam is quite a stable protein. Together with the relatively stable expression levels of GFP-slam as well as endogenous Slam protein (Fig 1C, S2B Fig), the long half-life indicates a low translation rate of *slam* mRNA after the initial phase of cellularization. We could not measure the role of GFP-slam synthesis for the dynamics of GFP-slam during the onset of cellularization, as injection of cycloheximide would induce a mitotic arrest.

**Fig 2:**
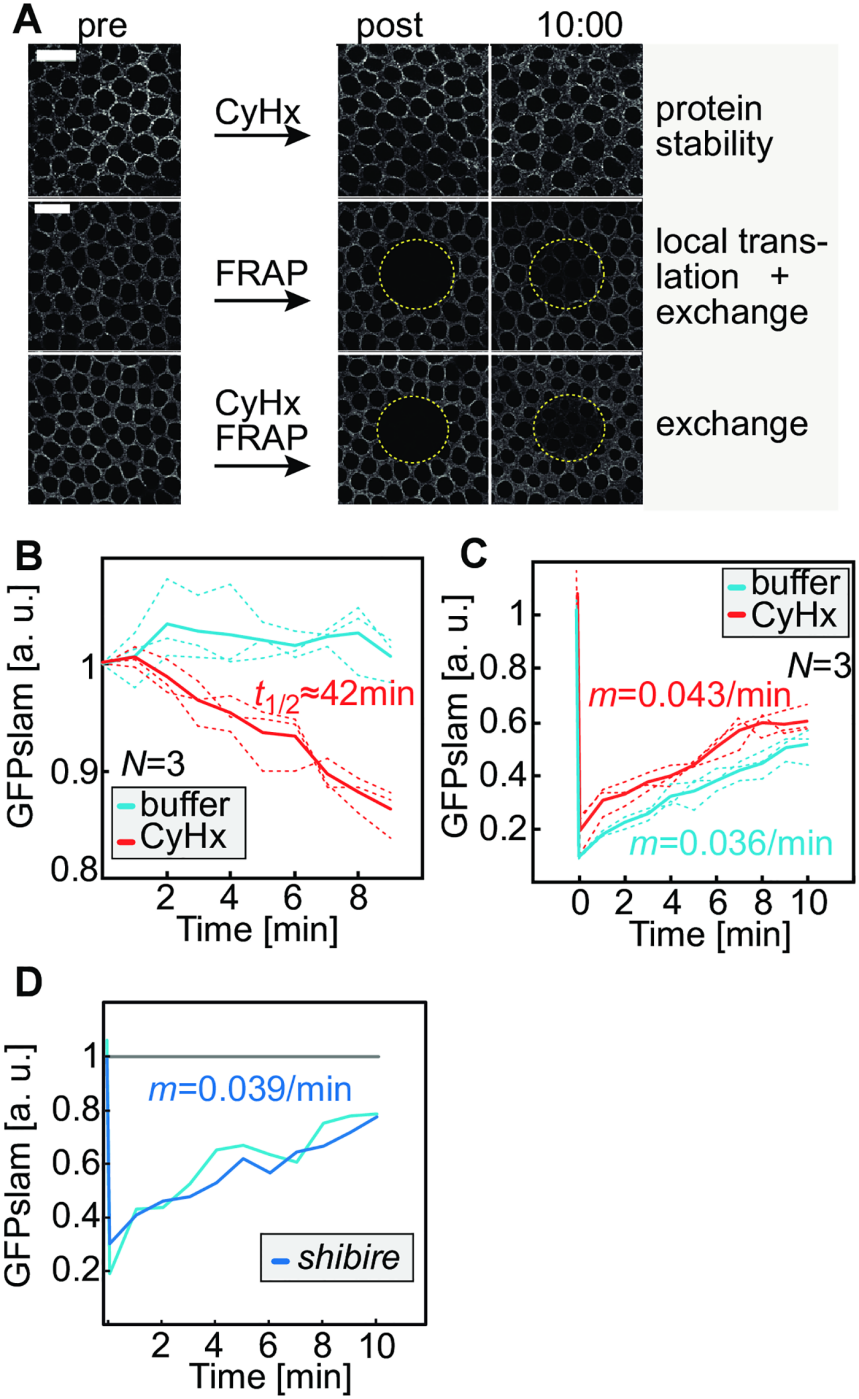
GFP-slam protein turnover and mobility. Wild-type embryos **(A—C)** injected with buffer or CyHx or embryos **(D)** from *shibire* heterozygous females shifted to nonpermissive temperature in mid-cellularization, expressing GFP-slam. **(A)** Images from time-lapse recordings, pre-bleach, post-bleach, and 10 min after bleach. Scale bars = 10 μm. **(B)** Time course of GFP-slam fluorescence following injection of CyHx. Corresponds to upper images in (A). Approximate half-life (*t*_1/2_) of GFP-slam during the measurement period was calculated by assuming an exponential decay. **(C)** Time course of GFP-slam fluorescence following injection and photobleaching within the bleached area (circle in yellow). Corresponds to middle and lower row of images in (A). **(D)** Time course of GFP-slam fluorescence following photobleaching in the bleached area (circle in yellow). **(C, D)** Recovery rate (*m*) was calculated by linear fitting. **(D)** Fluorescent trace was normalized to unbleached area. The underlying data for this figure can be found in S1 Data. a. u., arbitrary units.

Secondly, we analyzed the mobility of GFP-slam by quantifying fluorescence recovery after photobleaching (FRAP). Previously, we found that the recovery of GFP-slam fluorescence dramatically changes from fast and complete during the onset of cellularization to slow and incomplete recovery during the course of cellularization [17]. The slow fluorescence recovery after the initial phase of cellularization may be due to the exchange of bleached and unbleached molecules by mobile GFP-slam molecules. Alternatively, fluorescence recovery may be due to translation of new GFP-slam molecules. We distinguished these 2 options by FRAP experiments in embryos, in which new GFP-slam synthesis was blocked by cycloheximide. We observed a comparable recovery rate with and without cycloheximide. Thus, new GFP-slam translation does not contribute to fluorescence recovery during cellularization (Fig 2A and 2C). These data are consistent with the long half-life of GFP-slam during cellularization. Furthermore, the slow exchange of Slam molecules did not require vesicle budding, because a mutation in Dynamin (*shibire*) [20] had little influence on the recovery rate (Fig 2D). In summary, our data suggest that Slam protein is largely synthesized during a short period of a few minutes at the transition from mitosis 13 to interphase 14. Following this initial phase, Slam protein is subject to low turnover during the remainder of cellularization.

### Not yet translated *slam* mRNA transiently accumulates at the prospective basal domain

Next, we addressed the spatial and temporal dimension of Slam protein accumulation at the basal domain. Protein accumulation may be due to recruitment of Slam protein from the cytoplasm to the basal compartment or, alternatively, to local translation of *slam* RNA. To distinguish these 2 options, we employed a recently developed method to fluorescently label not yet translated mRNA molecules [21, 22]. We generated genomic transgenes with a bacteriophage PP7 (PP7) hairpin loop inserted in the *slam* coding sequence (Fig 3A, S1 Fig). We inserted the PP7 sites close to the stop codon of the mRNA in order to assay all *slam* transcripts, including the mRNAs, which have initiated but not completed translation. Corresponding transcripts bind a bacteriophage PP7 coat protein (PCP)-GFP marker protein only until a ribosome has moved over the PP7 site [21, 22]. Thus, only not yet translated transcripts are labelled by PCP-GFP fluorescence. The *slamPP7* RNA shows a spatial and temporal expression pattern similar to endogenous *slam* RNA, persisting until the second half of cellularization (S2D Fig). In fixed embryos, we detected a dotted PCP-GFP signal (Fig 3B). PCP-GFP staining largely colocalized with Slam protein at the basal region. The staining was dynamic and only visible in embryos in early cellularization. Time-lapse imaging allowed a precise timing of PCP-GFP dynamics (Fig 3C). The dotted signal was largely observed during the onset of cellularization and quickly disappeared during the following minutes. These data show that a proportion of *slam* mRNA molecules reaches the basal domain before the first ribosomes have passed 3′-located PP7 sites and the first round of translation has been completed. Correspondingly, these data suggest that the synthesis of at least a fraction of the Slam protein molecules is completed at the FC. As the localized PCP signal quickly disappears, much fewer or no new and not yet fully translated *slam* RNA molecules reach the FC during cellularization.

**Fig 3:**
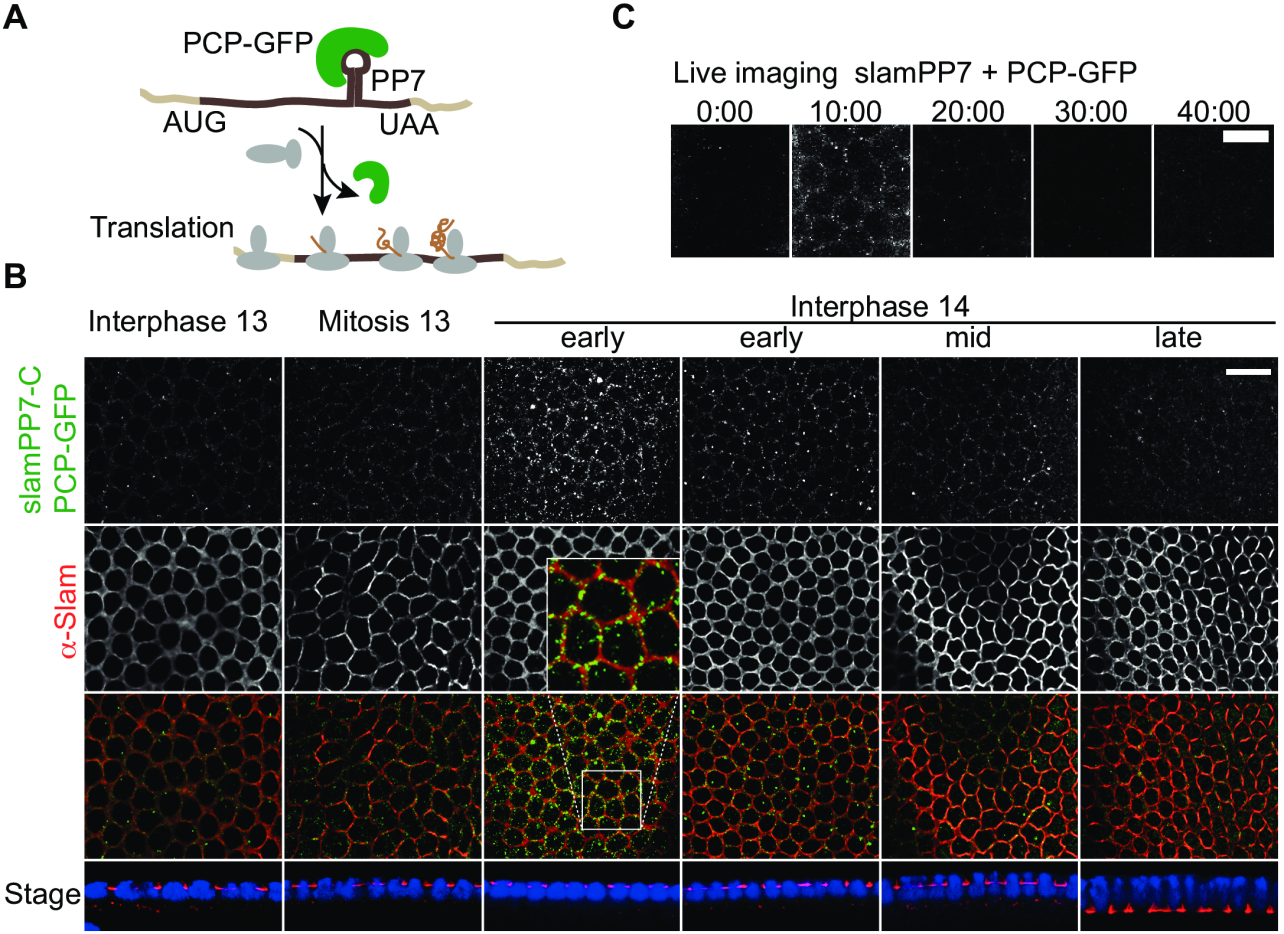
Dynamics of not yet translated *slam* mRNA. **(A)** Experimental scheme. Not yet translated *slam* mRNA is labeled by PCP-GFP binding to a PP7 site within the coding sequence prior to the first round of translation. During the first round of translation, PCP-GFP dissociates from *slamPP7* RNA. **(B)** Fixed embryos zygotically expressing *slamPP7* stained for PCP-GFP (green), Slam protein (red), and DNA (blue). Sagittal sections (Stage) allow staging. Scale bar = 10 μm. Inset at 2.25× magnification. **(C)** Images from time-lapse recording for PCP-GFP in embryos with zygotic expression of *slamPP7*. Time 0:00 min is approximately at mitosis 13. Scale bar = 5 μm.

### Slam protein is required for *slam* RNA localization

Given the peculiar temporal and spatial restrictions of *slam* translation, we functionally analyzed the role of RNA protein colocalization. We established a complementation assay either with injection of in vitro transcribed RNA or with zygotic expression from a transgene (Fig 4A). Injected *slam* RNA with a fluorescent label accumulated at the basal region as revealed by time-lapse imaging (Fig 4B, S1 Movie). Localization of the injected RNA and its derived protein was confirmed by staining for RNA and protein in fixed embryos. We did not observe an influence of GFP or myc tags on RNA and protein localization (S4A Fig). RNA and protein localization was also reconstituted in embryos lacking any endogenous *slam* RNA and protein (S4A Fig). *slam* deficient embryos were recognized by the absence of endogenous *slam* RNA and protein and staining at the injection site. These experiments demonstrate that the localization of *slam* RNA and colocalization of *slam* RNA and protein can be reconstituted in vivo.

**Fig 4:**
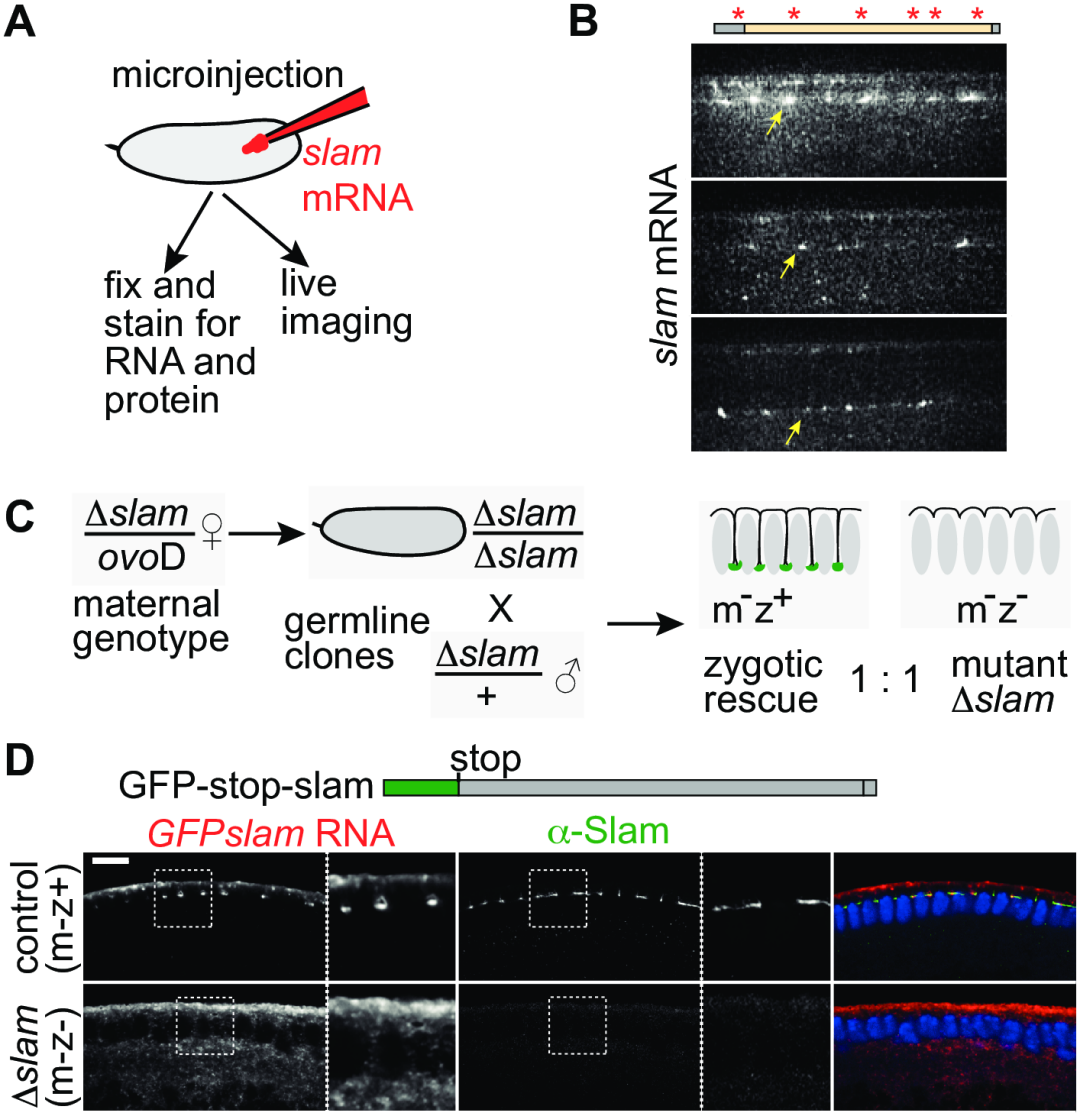
Slam protein is required for *slam* RNA localization. **(A)** Experimental scheme. Wild-type embryos were injected with synthetic *slam* mRNAs. After incubation, embryos were imaged or fixed and stained. **(B)** Fluorescently (schematically indicated by *) labeled *slam* RNA. Images from time-lapse recording. Arrows point to RNA at the FC. **(C)** Crossing scheme for generation of *slam* deficient (Δ*slam*) embryos. Half of the embryos receive the Δ*slam* allele and are maternally and zygotically deficient for *slam*; the other half receives a wild-type allele from the male and is zygotically rescued. **(D)** *GFP-stop-slam* RNA was injected into embryos from *slam* germ line clones. Fixed embryos were stained for the injected *GFP-stop-slam* RNA (grey/red), Slam protein (grey/green), and DNA (blue). Inset: areas marked by dashed box are shown at 2.25× magnification. Scale bars = 10 μm.

In a simple model, *slam* RNA would accumulate independently of Slam protein at the basal region. Alternatively, Slam protein may be involved in the localization of its mRNA. To distinguish these 2 options, *slam* RNA with an early stop codon (GFP-stop-slam RNA) (Fig 4C) was introduced into embryos that are maternally and zygotically deficient for the *slam* locus (“m−z−”[17]). Such embryos were derived from females with *slam* germ line clones crossed to *slam* heterozygous males. Fifty percent of the embryos from such a cross are *slam* (”m−z−“) deficient and 50% of the embryos zygotically express *slam* (“m−z+,” zygotic rescue) (Fig 4C). These 2 genotypes were easily distinguished by staining for endogenous Slam protein and by their morphology. The zygotically rescued embryos served as an internal reference for the injection and staining procedure. We could score for localization of the injected RNA also in *slam* deficient embryos, because the FC/basal domain is specified even in the absence of *slam* [17]. We did not detect localizing RNA in *slam* deficient embryos. The signal for GFP-stop-slam RNA was uniformly distributed at the apical surface. In contrast, in control embryos, the injected RNA colocalized with endogenous Slam protein (Fig 4D). The GFP-stop-slam RNA localization in control embryos may be due to an interaction with Slam protein or with the endogenous *slam* RNA. We favor the first option, because injected *slam* RNA encoding functional Slam protein is sufficient for *slam* RNA and protein localization in embryos lacking endogenous *slam* RNA (S4A Fig). Taken together, these experiments show that Slam protein is required for *slam* RNA localization at the FC.

### Slam protein has an intrinsic RNA-independent affinity for the FC

Next, we asked whether *slam* RNA localization is required for protein localization. For this, we mapped multiple regions within the 5′ untranslated region and the coding sequence, which are sufficient for localization at the FC (S4 Fig). Given the complexity of multiple parts contributing to RNA localization, we generated a novel *slam* gene, *slam* alternative codon usage ([ACU]), in which a majority of the codons were replaced by synonymous codons (Fig 5A, S1 and S5 Figs). *slam*[ACU] RNA lost the ability to localize to the FC (Fig 5A and 5B). *slam*[ACU] RNA was uniformly distributed in the cytoplasm in the presence or absence of endogenous *slam*, when expressed from a transgene (myc-GFP-slam[ACU]) or injected as synthetic RNA (myc-*slam*[ACU]) (Fig 5A and 5B). These data indicate that our mutagenesis strategy successfully impaired the FC localization of *slam* RNA.

**Fig 5:**
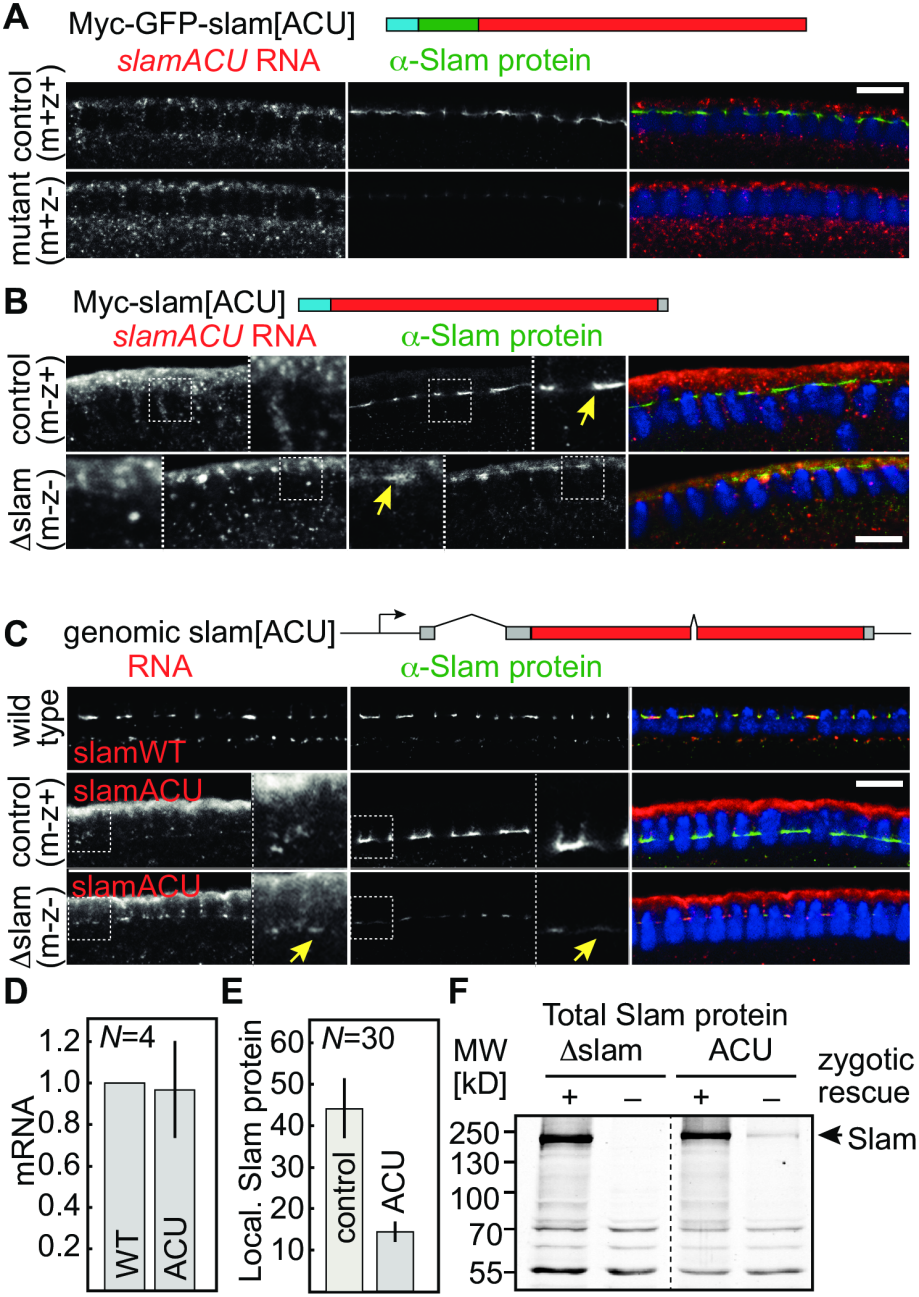
RNA localization and expression of *slam* with alternative coding. **(A—C)** Fixed embryos stained for *slam* or *slam*[ACU] RNA (grey/red), Slam protein (grey/green), and DNA (blue), as indicated. **(A)** Myc-GFP-*slam*[ACU] was expressed in zygotically rescued and *slam* deficient embryos from a transgene driven by maternal Gal4. **(B)** Zygotically rescued and *slam* deficient embryos from *slam* germ line clones injected with myc-*slam*[ACU] RNA. Arrows point to Slam protein localization at the FC. **(C, E)** *slam*[ACU] genomic transgene was expressed in zygotically rescued (m−z+) and *slam* deficient embryos (m−z−) from *slam* germ line clones. **(C)** Arrows point to *slam*[ACU] RNA and Slam protein localizing at the FC. WT embryos were stained for endogenous *slam* RNA and protein in a separate tube. **(D)** Quantification of *slam* WT (endogenous gene) and ACU RNA (from transgene) abundance by reverse transcription and qPCR within the same embryos (2 copies of *slam*[WT] and 2 transgenic copies of *slam*[ACU]. Expression of *slam*[ACU] was normalized to *slam*[WT]. **(E)** Quantification of fluorescence staining for Slam protein at the FC for images shown in panel C. Control (m−z+), ACU (m−z−with ACU transgene). Three embryos with 10 furrows each, student *t* test *P* = 3.5 × 10^−29^. Arbitrary units. **(F)** Western blot of extracts from manually staged and genotyped embryos from *slam* germ line clones with or without expression of *slam*[ACU] from the genomic transgene. Zygotically rescued embryos express Slam from the endogenous gene. Scale bars = 10 μm. Error bars indicate standard deviation. The underlying data for this figure can be found in S1 Data. kD, kilodalton; MW, molecular weight; *N*, number of biological replicates; qPCR, quantitative polymerase chain reaction.

Having generated a nonlocalizing *slam[ACU]* RNA, we could test whether Slam protein accumulation at the FC would depend on RNA localization. We stained embryos injected with the nonlocalizing *slam*[ACU] mRNA for Slam protein (Fig 5B). *slam* embryos were recognized by the absence of overall *slam* RNA or protein signal. Staining restricted to the injected site is due to the injected construct. We clearly detected Slam protein at the FC in *slam* embryos (Fig 5B). We conclude that Slam protein has an intrinsic RNA-independent affinity for the FC. These data also indicate that we preserved the coding capacity of *slam*[ACU].

### Translational control of *slam* at the FC

We got the impression that protein levels with *slam*[ACU] were lower than with wild-type *slam*. The difference may be due to inefficient translation of *slam*[ACU], to inefficient localization of Slam protein, or to the injection procedure resulting in lower mRNA levels than endogenous *slam* expression.

In order to test translation efficiency in embryos, we generated a genomic transgene with the *slam*[ACU] sequence, preserving introns, 5′ untranslated regions, and 3′ untranslated regions (Fig 5C, S1 Fig). A corresponding genomic transgene with the endogenous coding sequence fully complements a *slam* deficiency [17]. *slam*[ACU] RNA expressed from the genomic transgene was comparably abundant as the endogenous wild-type allele (Fig 5D), confirming the integrity of the transgene and transcript. *slam*[ACU] RNA showed a low degree of FC localization in wild-type background and slightly more so in *slam* deficient embryos (Fig 5C). This low degree of localization is likely due to the 5′ untranslated region, which is sufficient to localize at the FC in the injection assay (S4B Fig).

Next, we assayed protein levels by embryo staining and western blot with total extracts. Staining for Slam protein in *slam*[ACU] embryos in comparison to rescued siblings revealed strongly reduced protein levels at the FC (Fig 5C and 5E). A similarly clear difference in total protein levels was detected by western blot (Fig 5F). For this, we manually sorted embryos according to stage (mid-cellularization) and genotype. No Slam was detected in *slam* deficient embryos (Fig 5F). *slam*[ACU] embryos contained much less Slam protein than the rescued siblings, which zygotically expressed Slam from the endogenous gene (Fig 5F). These data indicate Slam protein derived from *slam*[ACU] is much less abundant and that *slam*[ACU] was thus much less translated than wild-type *slam*.

The reduced translation may be due to secondary RNA structures or codon usage affecting translation efficiency. We distinguished these options by expression of *slam*[ACU] in comparison to *slam*[WT] in cultured *Drosophila melanogaster* Schneider 2 cells (S2 cells). S2 cells do not express Slam protein in detectable levels (S6A Fig). Following transient transfection, we detected comparable *slam* RNA and protein levels for *slam*[ACU] and wild-type *slam* (S6B and S6C Fig). These data indicate that generic translation in S2 cells is comparably efficient for *slam*[ACU] and wild-type *slam*. These data do not rule out the conceivable option that *slam*[ACU] contains secondary RNA structures or peculiar codon usage affecting translation efficiency that are specifically present in the embryo but not in S2 cells.

Consistent with the reduced protein expression from *slam*[ACU] in embryos, the *slam*[ACU] genomic transgene only partially complemented the cellularization phenotype and did not rescue the lethality of a *slam* deficiency. Embryos maternally and zygotically deficient for *slam* but with *slam*[ACU] only formed a short cellularization furrow and did not complete cellularization (S7 Fig). This functional test showed that efficient expression of *slam* is physiologically important. Taken together, these data suggest that localization of *slam* RNA at the basal domain or its colocalization with Slam protein are important for full translation.

### Slam protein attracts *slam* mRNA to the FC

The transient FC accumulation of not yet translated *slam* RNA suggests a local translation of *slam*, at least partially (Model 1, Fig 6A). In addition to local translation, *slam* RNA may recruit Slam protein to the basal region, which was synthesized by translation within the cytoplasm (Model 2, Fig 6A). To functionally assess the significance of Model 2, we injected a translation-incompetent but localization-competent *slam* RNA (GFP-stop-slam) into the *slam*[ACU] embryos (Fig 6B). We would expect localization of the injected RNA and in the case of Model 2, a corresponding local increase of Slam protein levels.

**Fig 6:**
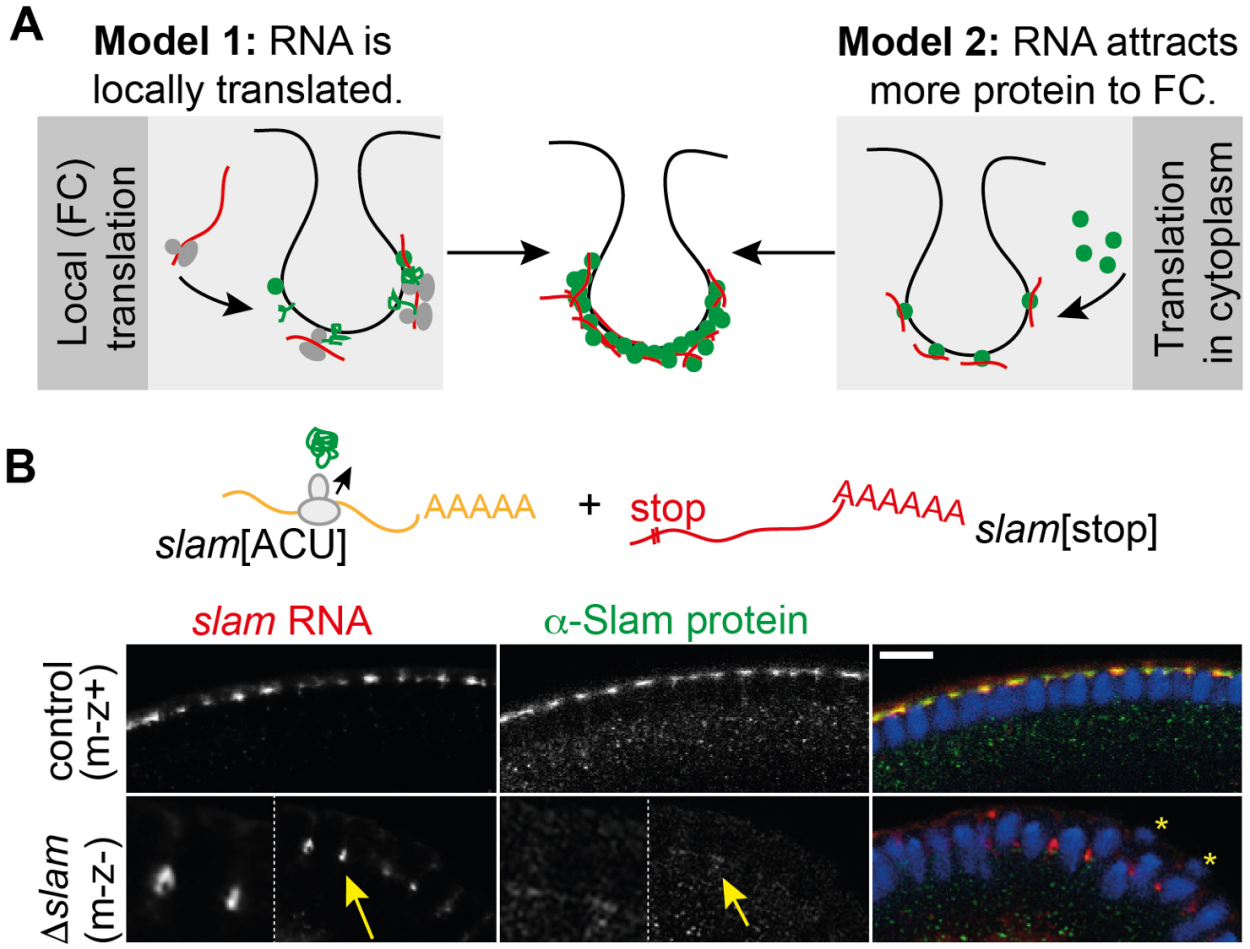
Slam protein attracts *slam* RNA to the FC. **(A)** Two models for accumulation of *slam* RNA and protein. RNA (red) with ribosomes, protein (green dots). Protein is synthetized by local translation after the RNA was attracted by protein (Model 1). Protein is synthesized in the cytoplasm and attracted by localized RNA (Model 2). **(B)** Test of these models by a nontranslatable, localizing RNA (red) and a translatable, localization-impaired RNA (orange). Embryos from *slam* germ line clones with genomic *slam*[ACU] injected with GFP-stop-*slam* RNA and stained for the injected RNA (grey/red), Slam protein (grey/green), and DNA (blue). Insets are at 2.25× magnification. Yellow arrows point to localized RNA and protein. * marks posterior pole cells. Scale bars = 10 μm.

We detected the injected GFP-stop-slam RNA at the FC in levels comparable to *slam* in control embryos (Fig 6B). Slam protein staining was uniform in low levels, similar to *slam*[ACU] embryos (Fig 6B). We did not detect any increased signal at the injection site. These data suggest that localized *slam* RNA does not attract cytoplasmic Slam protein to the FC.

### Biochemical association of *slam* mRNA and protein

A key feature of *slam* is, on the one side, the functional interdependence of RNA and encoded protein and, on the other side, the temporally and spatially restricted translation. We hypothesized that the functional interaction of *slam* RNA and protein is based on a biochemical interaction. By Slam immunoprecipitation, we found that *slam* mRNA was enriched in the bound fraction as compared to immunoprecipitates by Dia antibodies (Fig 7A and 7B). The formin Dia nucleates and elongates F-actin and is enriched at the FC [23–25]. The enrichment of *slam* RNA was higher than for a series of control RNAs (Fig 7A). We confirmed the specific association of *slam* RNA with Slam protein by conducting immunoprecipitation with single-chain GFP antibody (GFP-binder) and lysates of embryos expressing GFP-slam from a genomic transgene in comparison to wild-type extracts (Fig 7C and 7D). We found a higher enrichment of *slam* mRNA than other RNAs in the bound fraction (Fig 7C). This enrichment confirmed the specificity of the RNA-protein interaction.

**Fig 7:**
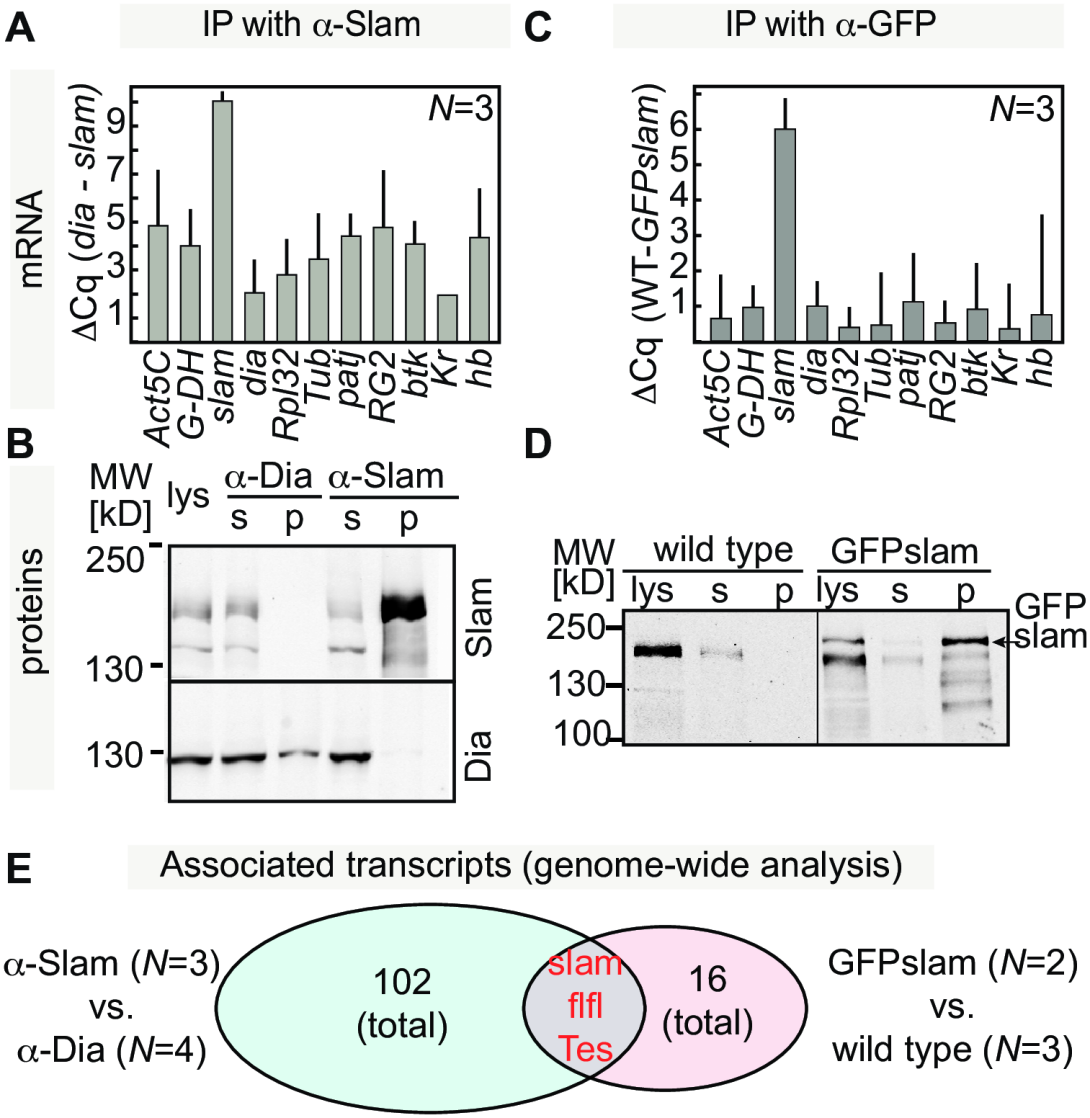
Biochemical association of *slam* RNA and protein. Immunoprecipitation from **(A, B)** wild-type extracts with Slam and Dia antibodies or from **(C, D)** GFP-slam and wild-type extracts with GFP antibody. **(A, C)** Associated RNA of selected genes were quantified by RT-qPCR. Error bars indicate standard error of mean. The underlying data for this figure can be found in S1 Data. **(B, D)** Slam and GFP-slam proteins were detected by western blot with Slam antibody. **(E)** Transcripts associated with immunoprecipitates were identified by next generation sequencing. An enrichment factor was calculated for each transcript as the ratio of transcript numbers between immunoprecipitates (1) with Slam and Dia antibody and wild-type lysates or (2) with GFP binder and lysates from GFP-slam and wild-type embryos. Indicated are the number of transcripts above threshold (4-fold enrichment). The intersection contains 3 transcripts. ΔCq, difference in qPCR cycles; GFP, green fluorescent protein; *N*, number of biological replicates; RT-qPCR, reverse transcription quantitative polymerase chain reaction.

To assess whether the bound fraction contained other mRNAs beside *slam* RNA, we identified associated transcripts in an unbiased manner by next generation sequencing (Fig 7E). RNA was isolated and sequenced from the bound fractions of the immunoprecipitation experiments with Slam antibody and GFP-binder, including the controls. 

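Embryos were 1.5 to 3 h old. In the antibody experiment, wild-type lysate was precipitated with antibody against Slam (3 libraries) or, as control, with antibody against Dia, a formin that nucleates actin filaments (4 libraries). In the GFP-binder experiment, lysates of GFP-slam embryos (2 libraries, replicates 1 and 3) and of wild-type embryos, labelled OrR (3 libraries), were precipitated with the same matrix. The deposited tables give the number of reads per gene for each library. The genome build and annotation behind these counts are not given in the sources used here. Totals were 25077683, 31647090 and 27543389 counts with the Slam antibody and 14784855, 14269505, 4383704 and 21220787 with the Dia antibody. They were 39400688 and 47249817 for GFP-slam and 20170936, 29453698 and 29431595 for wild type. The enrichment of a transcript is the log2 ratio of the group with Slam or GFP-slam over its control. It was fitted by edgeR's quasi-likelihood model after TMM normalization, apart for each experiment. The standard error (SE) was taken as the size of the log2 ratio divided by the square root of the F statistic. A transcript passed the test when its p, adjusted by the Benjamini-Hochberg method, was under 0.05. Levels are TMM-normalized CPM (counts scaled to a common library total), given as mean ± SD over libraries. Counts per gene do not separate the slam transgene from the endogenous gene. No RNA of the unprecipitated lysates was analysed here, so that each enrichment compares bound RNA with bound RNA.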

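With the Slam antibody, the transcripts of Hip1, which encodes an endocytic adaptor that binds clathrin and actin, of casp, which encodes an inhibitor of an immune signaling pathway, and of the uncharacterized gene CG14749 were among the most enriched. Hip1 rose from 152 ± 34.9 CPM (SD, n = 4) with the Dia antibody to 12208 ± 2324 CPM (SD, n = 3), which is a log2 enrichment of 6.33 (SE 0.276, adjusted p = 2.37e-07 from edgeR). CG14749 had a log2 enrichment of 6.43 (SE 0.364, adjusted p = 1.29e-06 from edgeR) and casp one of 5.68 (SE 0.296, adjusted p = 7.47e-07 from edgeR). With the GFP-binder, Cyp4p2, which encodes a cytochrome P450, rose from 0.575 ± 0.169 CPM (SD, n = 3) in wild type to 81.1 ± 0.584 CPM (SD, n = 2) in GFP-slam, which is a log2 enrichment of 7.10 (SE 0.322, adjusted p = 1.09e-05 from edgeR). Its neighbour Cyp4p1 is a paralog that may share reads with it. The transcripts of y, which acts in body pigmentation, and of GstD1, a glutathione S-transferase of detoxification, rose by log2 enrichments of 5.72 (SE 0.338, adjusted p = 6.73e-05 from edgeR) and 5.28 (SE 0.413, adjusted p = 4.62e-04 from edgeR). y is used as a strain marker, and without RNA of the lysates a difference between the strains cannot be told apart from binding. In all, 411 of 7466 transcripts were more than 4-fold higher with the Slam antibody and 262 of them passed edgeR's test. Of 8767 transcripts, 102 were more than 4-fold higher with GFP-slam and 37 of them passed. More than 4-fold lower with the Slam antibody were 18 transcripts, of which dia and Magi, which encodes a membrane-associated guanylate kinase, passed. dia had a log2 enrichment of -3.45 (SE 0.545, adjusted p = 0.00664 from edgeR) and Magi one of -6.06 (SE 1.33, adjusted p = 0.0421 from edgeR). Magi no longer passed without Dia 2, Dia 3, Slam 1, Slam 2 or Slam 3 (adjusted p = 0.0558, 0.0642, 0.106, 0.167 and 0.170) or with edgeR's filterByExpr or no minimum of counts (adjusted p = 0.0540 and 0.0641) and its log2 enrichment was -4.93 without Dia 1. With GFP-slam 153 were more than 4-fold lower, of which 16 passed, among them CR40469 at -3.82 (adjusted p = 0.00242) and CG45263 at -3.55 (adjusted p = 4.77e-04). Of all transcripts, 511 passed as higher and 270 as lower with the Slam antibody (457 and 416 with libraries scaled by total counts, 782 and 636 with replicate numbers as blocks, 757 and 521 with DESeq2, 285 and 24 without Slam 2). With GFP-slam, 46 passed as higher and 20 as lower, a balance that did not hold under other choices (111 and 87 with DESeq2, 75 and 58 with replicate numbers as blocks, 121 and 165 with no minimum of counts, 77 and 81 without GFP-slam 3). The 781 that passed became 490, 448, 309 and 386 without Dia 1, Slam 1, Slam 2 and Slam 3. The 66 became 23, 23, 25, 158 and 141 without wild type 1, 2 and 3, GFP-slam 3 and GFP-slam 1. The 102 became 197 without GFP-slam 1 and 189 without wild type 3.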

In the bound fractions, we detected 102 and 16 transcripts, respectively, which were enriched more than 4-fold (Fig 7E, S1 Table). The intersection of the 2 experimental approaches contained *slam* with the strongest enrichment and 2 more unrelated transcripts. These data indicate that *slam* mRNA is present in a specific complex with Slam protein in embryos. 

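slam, flfl and Tes were more than 4-fold enriched and passed edgeR's test in both experiments. Of these, slam had the highest log2 enrichment, with 6.29 for the Slam antibody and 4.03 for GFP-slam. flfl, which encodes a regulatory subunit of protein phosphatase 4, rose from 891 ± 417 CPM (SD, n = 4) with the Dia antibody to 4886 ± 3632 CPM (SD, n = 3) with the Slam antibody, and from 581 ± 87.6 CPM (SD, n = 3) in wild type to 5237 ± 1639 CPM (SD, n = 2) in GFP-slam. Tes, which encodes a LIM domain protein, rose from 101 ± 24.8 to 583 ± 316 CPM and from 96.7 ± 15.6 to 428 ± 104 CPM in the same comparisons. The log2 enrichments of flfl were 2.46 (SE 0.518, adjusted p = 0.0237 from edgeR) and 3.17 (SE 0.300, adjusted p = 9.57e-04 from edgeR), and those of Tes were 2.53 (SE 0.331, adjusted p = 6.41e-04 from edgeR) and 2.15 (SE 0.285, adjusted p = 0.00733 from edgeR). In the coordinates of the authors' deposited tables, which share starts or ends with Release 6 genes, flfl lies on chromosome arm 3R from 13683921 to 13693905 and Tes on 2R from 17465879 to 17469177. Of 7197 transcripts measured in both experiments, 390 and 38 were more than 4-fold enriched and 10 were in both lists, where independent lists would share 2.06 (Fisher's exact test, one-sided, p = 2.34e-05). With edgeR's test added, the lists held 249 and 23 transcripts and shared slam, flfl and Tes, against 0.796 for independent lists (Fisher's exact test, one-sided, p = 0.0435). Both tests take genes as independent and as equally likely to cross 4-fold, whatever their counts. Genes with few counts can cross it by spread alone in either experiment, so that the first p may overstate the overlap. Both tests also count slam, the gene of the precipitated protein, so that the second p does not show an overlap beyond slam. The other 7 of the 10 were GNBP2, a pattern recognition protein of immunity (log2 enrichments of 3.14 and 2.54), the tetraspanin Tsp29Fb (3.07 and 2.24), the lipocalin GLaz (2.86 and 2.49), Ipod (2.78 and 2.38), CG10184 (2.66 and 2.45), CR31032 (2.53 and 2.05) and f, which encodes an actin bundling protein (2.37 and 2.01). None of the 7 passed edgeR's test in both experiments. GLaz and f did not pass with the Slam antibody (adjusted p = 0.0501 and 0.0745 from edgeR). With GFP-slam, only GLaz passed (adjusted p = 0.0258 from edgeR). The others had adjusted p from 0.0514 for CR31032 to 0.995 for Tsp29Fb, which had a mean normalized count of 12.7 there. flfl no longer passed edgeR's test in the antibody experiment without Dia 3 (adjusted p = 0.0696) or with no minimum of counts (adjusted p = 0.0661) and had a log2 enrichment of 1.62 without Slam 1. Tes no longer passed in the GFP-binder experiment without wild type 1, 2 or 3 (adjusted p = 0.0706, 0.117 and 0.113). The 10 shared transcripts became 25, 24 and 6 without GFP-slam 1, wild type 3 and GFP-slam 3, and 3 when groups were compared by the ratio of their mean CPM.

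**Figure D1:**
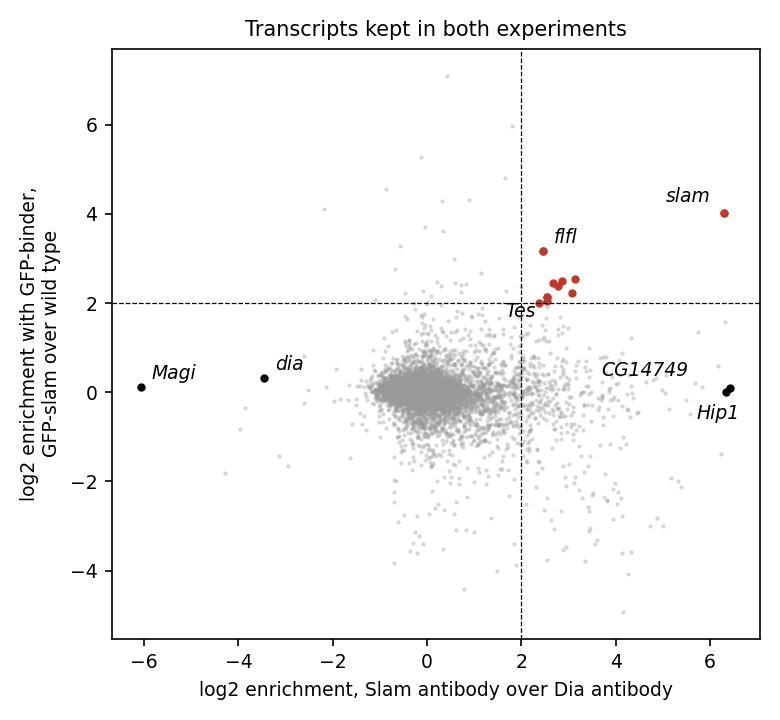
Log2 enrichment of each transcript measured in both experiments, with the Slam antibody over the Dia antibody on the horizontal axis and GFP-slam over wild type with the GFP-binder on the vertical axis. Dashed lines mark 4-fold enrichment, and red points are the 10 transcripts above both lines, with slam farthest from the origin.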

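slam RNA stood far above its controls in every library. It reached 119176, 36523 and 32099 CPM with the Slam antibody and 1443, 482, 939 and 347 CPM with the Dia antibody. It reached 11737 and 10649 CPM in GFP-slam and 697, 641 and 724 CPM in wild type. The gene (FBgn0043854) lies on chromosome arm 2L from 6372388 to 6377284 in the coordinates of the authors' deposited tables. The difference was larger than the spread between libraries, with SEs of 0.767 for the antibody experiment (edgeR, adjusted p = 0.00421) and 0.253 for the GFP-binder experiment (edgeR, adjusted p = 8.07e-05). Slam 1 held the highest slam level, and without it the log2 enrichment was 5.38. An exact permutation test of the CPM values gave a one-sided p = 0.0286 for the antibody experiment, the smallest that 3 libraries against 4 allow, and a two-sided p = 0.0571. That test exchanges all libraries freely. If equal replicate numbers pair them, 8 splits remain, too few for a p under 0.05. For the GFP-binder experiment, the exact permutation test gave a one-sided p = 0.1, the smallest that 2 libraries against 3 allow. dia, the gene of the control antibody's target, lies on 2L from 20758144 to 20768053. Its RNA had 3364, 1493, 2708 and 665 CPM with the Dia antibody and 144 to 233 CPM with the Slam antibody, and its log2 enrichment with GFP-slam was 0.32 (adjusted p = 1.00 from edgeR). The paper reads its data as a sign of a specific complex of Slam protein with slam mRNA in embryos.

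**Figure D2:**
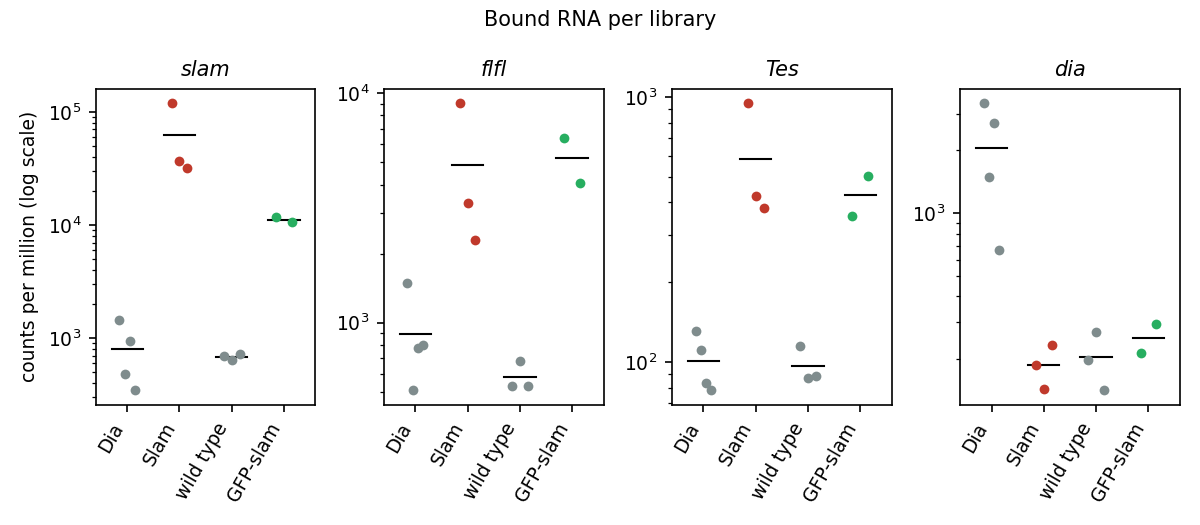
CPM of slam, flfl, Tes and dia in each library on log axes, for precipitates with the Dia antibody, the Slam antibody, and the GFP-binder from wild-type and GFP-slam lysates. Each point is a library and each line the mean of its group. The 3 Slam antibody libraries and both GFP-slam libraries lie above their controls for slam, flfl and Tes.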

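The other highly abundant transcripts of S1 Table include Ef1alpha48D, which encodes a translation elongation factor, betaTub56D, a tubulin, and RpL10, a ribosomal protein. These 3 were lower with the Slam antibody, at log2 enrichments of -0.88 (adjusted p = 0.0175 from edgeR), -0.95 (adjusted p = 0.0306 from edgeR) and -0.73 (adjusted p = 0.0308 from edgeR). None of the 15 such transcripts beside slam was higher in edgeR's test (0 at an unadjusted p under 0.05, 0 with DESeq2). Their log2 enrichments ranged from -0.95 to 0.07 with a median of -0.53. With GFP-slam, 0 of the 15 passed edgeR's test in either direction (0 at an unadjusted p under 0.05, 0 with DESeq2), with log2 enrichments from -0.24 to 0.05. S1 Table lists these 15 as highly abundant, with abundances from another dataset. Abundance was also read from the libraries themselves, a choice made after the data were seen. Of the 50 transcripts with the highest CPM in the wild-type libraries of the GFP-binder experiment, which do not enter the ratio of the antibodies, 0 were higher with the Slam antibody in edgeR's test (0 at an unadjusted p under 0.05, 0 with DESeq2) and 5 were lower. Of the 50 with the highest CPM in the Dia antibody libraries, 0 were higher or lower with GFP-slam in the same test (0 higher at an unadjusted p under 0.05, 0 with DESeq2). slam itself is in neither of these groups of 50. Ranked by the mean count of both groups, to which the enriched libraries contribute, 11 of the top 50 of the antibody experiment were more than 4-fold enriched and passed. They are slam, flfl, Hip1, CG14749, casp, eIF3-S10 and eIF3-S9, which encode subunits of a translation initiation factor, crn, a splicing factor, Nipped-B, a loader of cohesin, CG9776 and CG5004. eIF3-S10 had 22708 ± 14229 CPM (SD, n = 3) with the Slam antibody and 1104 ± 451 CPM (SD, n = 4) with the Dia antibody. Log2 enrichments were 4.36 for eIF3-S10, 2.37 for eIF3-S9, 5.03 for crn, 2.36 for Nipped-B, 4.97 for CG9776 and 4.34 for CG5004. In the GFP-binder experiment, slam and flfl were the 2 such transcripts among the top 50. The calls of Ef1alpha48D, betaTub56D and RpL10 were lost without Slam 1 or Slam 2, and the last pair also without Dia 1 or Slam 3 (adjusted p up to 0.0987, 0.140 and 0.111 in edgeR). RpL7A, also of the 15, passed as lower with DESeq2 (adjusted p = 0.0271). In edgeR it passed as lower with replicate numbers as blocks, in a fit of both experiments together and without Slam 3 (adjusted p = 0.0227, 0.0482 and 0.0456). kuk passed as lower with replicate numbers as blocks (adjusted p = 0.0377 in edgeR). eIF3-S10 had a log2 enrichment of 3.70 without Slam 1, crn had 5.96 without Dia 1 and no longer passed without Slam 3 (adjusted p = 0.0571). Nipped-B had 3.10 with replicate numbers as blocks and 3.11 without Dia 4 and no longer passed without Dia 3, Slam 1 or Slam 3 (adjusted p = 0.0606, 0.0727 and 0.112) or with no minimum of counts (adjusted p = 0.0688).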

Although *slam* is among the most abundant transcripts during this stage, none of the other abundant transcripts were enriched in our immunoprecipitation experiments (S1 Table). As the primary structure of Slam does not contain any obvious structural domains related to RNA binding, other RNA binding proteins likely mediate the biochemical association of *slam* RNA and protein.

## Discussion

The primary function of *slam* RNA is encoding Slam protein. In addition to coding information, *slam* RNA contains 2 more pieces of noncoding information: (1) information for specific subcellular localization of the RNA at the FC, which is at least partially mediated by an interaction with Slam protein, and (2) information for spatial and temporal control of translation, which is high at the FC during the onset of cellularization. By comparing wild-type RNA with a variant RNA, *slam*[ACU] with the same coding information, the relevance of the noncoding information was uncovered. *slam*[ACU] RNA is widely distributed in the cell and gives rise to much less Slam protein. Containing coding and noncoding information distinguishes *slam* RNA from generic mRNAs, which contain only coding information. *slam* RNA may be related to the growing class of mRNAs with coding and noncoding functions (cncRNA) [26].

Using the injection assay with synthetic RNA transcribed from truncation constructs, we identified several regions of *slam* RNA that are sufficient for localization to the FC in wild-type embryos. This includes the 5′ untranslated region and at least 2 large regions within the coding sequence, which we have so far not further defined. Each of these regions is able to localize to the FC on its own in wild-type embryos, which indicates redundancy in the mechanism of RNA localization. Interpretation of these data is difficult, however, given that endogenous *slam* RNA and protein were present in our assay, which may lead to localization by oligomerization or other indirect binding mechanisms.

*slam* RNA is subject to spatiotemporal control of translation. Although the RNA is present in high levels during the first half of cellularization, translation is restricted to the initial minutes of cellularization. The almost constant protein levels throughout cellularization are due to the stability of Slam protein, as inhibition of new synthesis by cycloheximide leads only to a weak decrease of GFP-slam fluorescence. In contrast to these constant levels during cellularization is the sharp increase in protein levels during the onset of cellularization.

This initial rise in protein levels is partly due to the transcriptional up-regulation of *slam*. The transcriptional regulation appears not to be sufficient, as we observed a striking difference between *slam*[wild-type] RNA with *slam*[ACU] RNA. Although both RNAs contain the same coding information and give rise to similar amounts of Slam protein in cultured cells, *slam*[wild-type] RNA is more efficiently translated than *slam*[ACU] RNA in blastoderm embryos. Based on the correlation of impaired RNA localization and reduced translational efficiency, we favor the model that efficient translation is linked to RNA localization or interaction with Slam protein at the FC. However, the embryo-specific lower efficiency of *slam*[ACU] translation may alternatively be due to secondary RNA structures or disadvantageous codons, which were introduced in our mutagenesis.

A particular feature of *slam* is that the encoded protein is required for the elaboration of noncoding features. *slam* RNA requires Slam protein for accumulation at the FC. Not only do we observe a functional interaction of the RNA and protein but also colocalization and biochemical association, indicating molecular interactions. These molecular interactions between RNA and protein may be direct or indirect. They are likely to be indirect, as Slam protein does not contain a canonical RNA binding domain or does not share any detectable sequence homology to RNA binding proteins. 

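Transcripts enriched by one approach were mostly near their control level in the other. Hip1, CG14749 and crn had log2 enrichments of 0.01, 0.09 and -0.01 with GFP-slam (SE 0.269, 0.361 and 0.326), and Cyp4p2 and GstD1 had 0.41 and -0.13 with the Slam antibody (SE 0.596 and 0.308). cindr, which encodes an adaptor of membrane traffic and actin, was enriched in both, from 70.7 ± 14.4 CPM (SD, n = 3) to 450 ± 21.0 CPM (SD, n = 2) with GFP-slam and from 85.3 ± 21.0 CPM (SD, n = 4) to 188 ± 58.0 CPM (SD, n = 3) with the Slam antibody. Of 98 measured transcripts listed in S1 Table for the Slam antibody alone, 0 passed edgeR's test with GFP-slam (1 higher and 3 lower at an unadjusted p under 0.05, 0 and 3 with DESeq2). This 0 follows in part from the choice of the list, since slam, flfl and Tes, listed for both, were left out. The median log2 enrichment of the 98 was 0.00 with GFP-slam (limma's camera, p of 0.609) and 2.67 with the Slam antibody. Of 12 listed for GFP-slam alone, cindr passed with the Slam antibody (SE 0.257 on the log2 scale, adjusted p = 0.0187 from edgeR), and the median of the 12 was 0.25 (camera, p of 0.366). Across the genes measured in both experiments, which are not independent replicates, the log2 enrichments had a Pearson correlation of -0.144 and a Spearman correlation of -0.128. The difference between the experiments was not tested gene by gene. cindr no longer passed with the Slam antibody without Dia 1, Dia 3, Slam 1 or Slam 2 (adjusted p = 0.0546, 0.0529, 0.0654 and 0.0595 from edgeR).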

Analysis of transcripts associated with Slam protein provided distinct lists depending on the experimental procedure. Importantly, *slam* RNA was identified by both approaches, which is consistent with our quantitative polymerase chain reaction (qPCR) analysis for a few selected genes. 

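Among the transcripts more than 4-fold enriched in both experiments, slam ranked 1 by the Slam antibody and 1 by GFP-slam. Its mean normalized count, to which the enriched libraries contribute, was the highest in the antibody experiment and ranked 4 in the GFP-binder experiment. Among all transcripts kept, slam ranked 5 by log2 enrichment with the Slam antibody, after CR43995, CG14749, Hip1 and CG8157, and 23 with GFP-slam. CG8157 had 739 counts over the Slam antibody libraries and 6 over the Dia antibody libraries, so that its place rests on few control counts (CPM ratio 83.4, 95% counting interval 38.1 to 228). The rank with the Slam antibody was 13 with replicate numbers as blocks and 18, 3, 1, 15, 9 and 14 without Slam 1, Slam 2, Slam 3, Dia 2, Dia 3 and Dia 4.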

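slam had the highest mean normalized count among the enriched transcripts of either experiment, at 539696 with the antibodies and 162992 with the GFP-binder. CG10598 and CG4650 had the lowest, at 50.9 and 23.3. These means cover the bound RNA of all libraries of an experiment, so that enrichment itself raises them. They do not measure expression in the embryo, for which S1 Table gives abundances from another dataset. Those run from 57 to 72789, with a median of 792.5, for its Slam antibody list. The long noncoding RNA CR43995 had 694 counts over the 3 Slam antibody libraries and 1 over the 4 Dia antibody libraries, a CPM ratio of 470 with a 95% counting interval of 84.1 to 18592. CG4650 had 165 counts over the 2 GFP-slam libraries and 0 over the 3 wild-type libraries, at least 46-fold higher against a floor of 3 counts over the group. The transcripts that were more than 4-fold enriched and passed edgeR's test had a median of 245 normalized counts with the Slam antibody, against 1101 for all transcripts kept. Of these, 154 lay below the lower quartile of all transcripts (384) and 57 above the upper quartile (2591). With GFP-slam, the median was 281 against 1282, with 10 transcripts below the lower quartile (157) and slam, flfl, Tes, cindr and pst above the upper quartile (3701). Intervals and floors cover counting error only, and CG4650 no longer passed edgeR's test without wild type 1, 2 or 3 (adjusted p = 0.168, 0.265 and 0.200), with total-count normalization (adjusted p = 0.0624) or in a fit of both experiments together (adjusted p = 0.0907).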

The list of associated transcripts contained transcripts with high and low abundance, indicating that the procedure was sufficiently sensitive to also detect weakly expressed genes. 

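Of all 7466 transcripts kept, 511 were higher and 270 lower with the Slam antibody, which is the background for the counts below. Among 41 measured transcripts of cellularization genes, 4 were higher with the Slam antibody. They were scra, which encodes anillin, Patj, a scaffold protein of the subapical membrane, nullo, which acts at the forming furrow, and Graf. dia and Cip4, an F-BAR protein, were lower (edgeR; 6 higher and 7 lower when adjusted over the list alone). Log2 enrichments were 2.68 for scra (SE 0.572, adjusted p = 0.0260), 2.11 for Patj (SE 0.337, adjusted p = 0.00303), 2.00 for nullo (SE 0.217, adjusted p = 1.48e-04), 0.94 for Graf (SE 0.235, adjusted p = 0.0274) and -1.08 for Cip4 (SE 0.227, adjusted p = 0.0136). The other 35 did not pass. Of 46 transcripts of actin regulators, scra, cindr and Mical, an enzyme that disassembles filaments (3.30, SE 0.425, adjusted p = 0.00107 from edgeR), were higher and dia and capt (-0.90, SE 0.243, adjusted p = 0.0369) were lower (4 and 2 when adjusted over the list alone). Of 47 microtubule transcripts, pigs, a linker of actin and microtubules (3.93, SE 0.376, adjusted p = 8.45e-05 from edgeR), the centriole components Cep135 (3.88, SE 0.287, adjusted p = 9.46e-06) and ana1 (1.84, SE 0.360, adjusted p = 0.0106) and Patronin, which binds minus ends (1.88, SE 0.342, adjusted p = 0.00711), were higher. betaTub56D was lower (4 and 1 when adjusted over the list alone). The median log2 enrichments of these 3 lists were -0.24, -0.24 and -0.15 (mean 0.06 for the microtubule list). limma's camera, with a preset correlation, gave adjusted p = 0.0705, 0.0544 and 0.0722, all downward (adjusted p = 0.413, 0.333 and 0.413 with an estimated correlation). With GFP-slam, cher, which encodes filamin (1.61, SE 0.257, adjusted p = 0.0213 from edgeR), was higher of 40 cellularization transcripts, cindr and cher of 47 actin transcripts and 0 of 47 microtubule transcripts (edgeR; 2 higher at an unadjusted p under 0.05, 0 with DESeq2). Adjustment over each list alone gave 1, 2 and 0 as well. Their medians were 0.07, 0.07 and 0.09 (camera, adjusted p = 0.403, 0.468 and 0.316). With DESeq2 and with replicate numbers as blocks, 8 and 9 cellularization transcripts and 7 and 8 actin transcripts were lower with the Slam antibody. scra no longer passed without Dia 2 or Dia 3 (adjusted p = 0.0617 and 0.0707) or with no minimum of counts (adjusted p = 0.0716), and Cip4 without Slam 2 (adjusted p = 0.0738, edgeR). Graf no longer passed without Dia 2, Dia 3 or any Slam library (adjusted p up to 0.0953, edgeR). capt no longer passed without Dia 1 or any Slam library (adjusted p up to 0.156) or in a fit of both experiments together (adjusted p = 0.0510, edgeR). cher no longer passed with replicate numbers as blocks (1.47, adjusted p = 0.0917), in the fit of both experiments together (adjusted p = 0.376) or without wild type 1, 2 or 3 (adjusted p = 0.184, 0.179 and 0.132, all from edgeR). Without Slam 1, the log2 enrichments of scra, Mical, ana1 and Patronin were 1.80, 2.45, 1.21 and 1.29. The downward shift passed camera's test without Slam 1 for cellularization, actin and microtubule genes (adjusted p = 0.0295, 0.0168 and 0.0242) and without Dia 4 for the first and second (adjusted p = 0.0355 for each). It passed without Dia 2 for microtubule genes (adjusted p = 0.0474) and with replicate numbers as blocks for actin genes (adjusted p = 0.0491). It also passed for the 3 lists without the S1 Table transcripts (adjusted p = 0.0253, 0.0150 and 0.0371). Taking out transcripts that were listed for enrichment in these same libraries moves a list downward by construction, so that these passes are no evidence of a shift. An upward shift with GFP-slam passed without GFP-slam 3 for cellularization and microtubule genes (adjusted p = 0.0397 and 0.00298).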

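Of 72 zygotic genes of the blastoderm that S1 Table does not list, 21 were higher and fkh was lower with the Slam antibody in edgeR's test (30 and 3 when adjusted over the list alone), with a median log2 enrichment of 0.76. Among them were the Notch targets E(spl)malpha-BFM (3.66, SE 0.263, adjusted p = 7.54e-06 from edgeR) and E(spl)m8-HLH (3.08, SE 0.379, adjusted p = 3.53e-04) and the proneural gene amos (2.01, SE 0.263, adjusted p = 5.97e-04). Of 86 transcripts of ribosomal proteins, 42 were lower (64 when adjusted over the list alone), with a median of -0.72 and the lowest adjusted p for RpL23A (-1.50, SE 0.243, adjusted p = 0.00310 from edgeR). Of 11 RNAs in the list named nuclear noncoding, 8 were higher (9 higher and 2 lower when adjusted over the list alone), with a median of 2.77. They include Hsromega, an RNA of nuclear speckles (2.77, SE 0.250, adjusted p = 5.18e-05 from edgeR), roX2 of dosage compensation (3.66, SE 0.357, adjusted p = 7.44e-05) and the snoRNA host Uhg2 (3.93, SE 0.364, adjusted p = 6.12e-05). Uhg1, Uhg4, Uhg5 and Uhg8, also snoRNA hosts, were higher too. Where these RNAs lie in the cell was not measured, so that the list's name is no evidence of captured nuclear RNA. The study listed 7 of these 11 in S1 Table, so that their count is not independent evidence of a direction. In camera's test, adjusted p = 3.37e-08 for the zygotic genes, 4.64e-23 for ribosomal proteins and 2.41e-05 for noncoding RNAs, and adjusted p = 0.333 for each with an estimated correlation. Camera did not match genes by abundance. Abundant transcripts in general were lower with the Slam antibody, with a median of -0.50 for the 50 of highest CPM in the wild-type GFP-binder libraries. The 15 abundant transcripts of S1 Table beside slam had a median of -0.53. A shift of ribosomal proteins was not separated from this trend. The 42 ribosomal transcripts became 7, 5 and 22 without Slam 1, Slam 2 and Slam 3, and the 21 zygotic ones became 13 without Dia 2. fkh no longer passed edgeR's test without Dia 3 or any Slam library (adjusted p up to 0.115). The noncoding list no longer passed camera's test without the S1 Table transcripts (adjusted p = 0.754). As these were listed for enrichment in the same libraries, their removal favors that loss by construction and does not test the list. Of all 14 lists tested, 8 passed. As many passed in 9 of 35 ways to split the 7 libraries, so that chance cannot be excluded for that number. With GFP-slam, 0 of 71 zygotic, 87 ribosomal and 11 noncoding transcripts passed edgeR's test (in turn 1, 0 and 0 higher and 5, 1 and 1 lower at an unadjusted p under 0.05, with DESeq2 0 higher and 0, 0 and 1 lower), with medians of -0.39, -0.05 and -0.29. Camera's adjusted p was 0.00148, 0.403 and 0.325 in turn. For the zygotic list, adjusted p = 0.930 with an estimated correlation, 0.279 with replicate numbers as blocks, 0.303 without wild type 2 and 0.143 without wild type 3. Camera gave the ribosomal list an adjusted p of 4.02e-04 without wild type 2 and the noncoding list one of 0.0183 without GFP-slam 3.

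**Figure D3:**
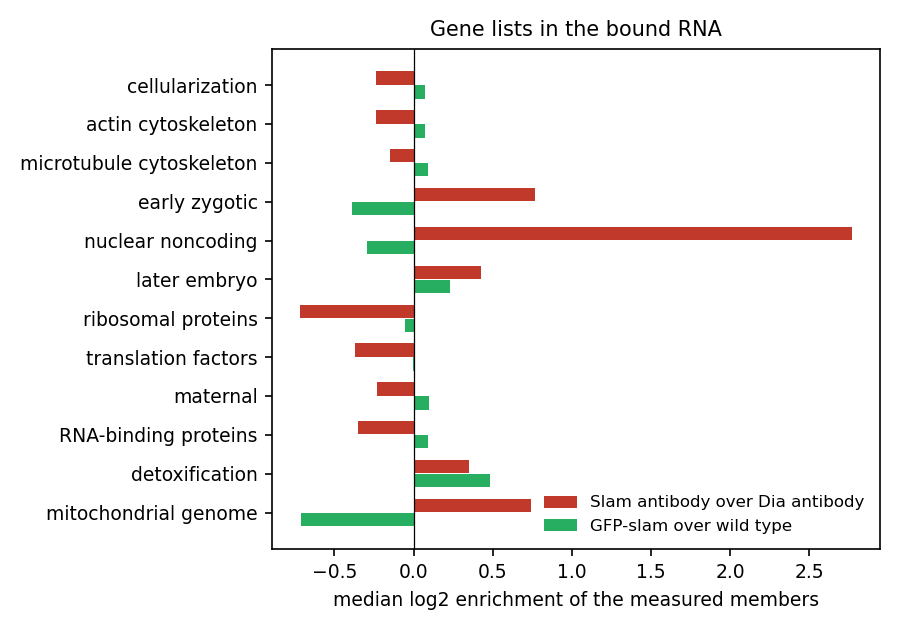
Median log2 enrichment of the measured members of 12 gene lists, with the Slam antibody over the Dia antibody in red and GFP-slam over wild type with the GFP-binder in green. The list named nuclear noncoding, which includes snoRNA host transcripts, has the largest bar, a median of 2.77 with the Slam antibody.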

Screening through the gene functions, we did not detect a specific set of genes, such as genes involved in cellularization or cytoskeletal organization.

The biological function of the intimate relationship of *slam* mRNA and its protein has been unclear. Given the observed specific spatiotemporal profile of *slam* translation and Slam dynamics, we propose the following model (Fig 8A). Initially, Slam protein accumulates in low levels at the FC independently of its mRNA. Starting with the onset in zygotic transcription, *slam* mRNA exits the nucleus as part of a complex that is not competent for efficient translation. At least a fraction of *slam* RNA molecules accumulates at the basal domain forming the FC prior to the first round of translation. At the basal domain, *slam* mRNA becomes competent for efficient translation, which leads to an increase in Slam protein at the FC. The increased amounts of Slam protein further promote accumulation of *slam* mRNA, leading to even more Slam protein. Such a mechanism constitutes a positive feedback loop, which provides an explanation for the observed switch-like profile of Slam protein staining at the FC (Fig 8B). Some minutes later, when full Slam levels have been reached, translation is turned off. Slam protein then functions in spatially restricted activation of Rho signaling, actomyosin organization, Patj recruitment, cortical compartmentalization, and furrow invagination (Fig 8) [10, 17, 25]. As *slam* is a key regulator of cellularization, the rapid increase of Slam protein may be important for a coordinated and timely onset of its downstream processes.

**Fig 8:**
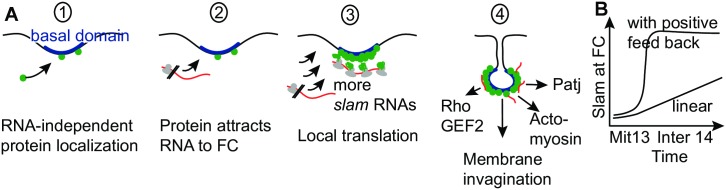
Model for spatiotemporal dynamics of *slam* RNA and protein. **(A)** Conceptual steps for accumulation of *slam* RNA and protein at the basal compartment/prospective FC. **(B)** Scheme for time course of Slam accumulation at the FC with a positive feedback or according to a linear model. Mit13, mitosis of cycle13; Inter 14, interphase of cycle 14.

We identified *slam* as an mRNA with noncoding information for localization and translational control in addition to its coding information. On the molecular level, *slam* is special in that mRNA and protein associate in a complex as demonstrated by co-immunoprecipitation. This unconventional relationship of *slam* RNA and protein may be important for the tightly restricted subcellular localization and strong increase in protein levels at the FC. The functional interaction of *slam* RNA and protein constitutes a positive feedback loop, which contributes to the fast increase in Slam protein levels at the FC.

## Materials and methods

### Genetics

Fly stocks were obtained from the Bloomington stock center, if not otherwise noted. The following fly strains and mutations were used: Df(2L)slam Frt^2L^ slam5′rescue [17], *nuf*^1^ [18], *shi* [20]. The following transgenes were used: *slam*[wild-type], genomic transgene with the *slam* locus [17], GFP-slam, genomic transgene with GFP at N-terminus, *slam*[ACU], genomic transgene with alternative coding sequence, *slamPP7*, genomic transgene with PP7 sites inserted within the coding sequence, UASp-myc-GFP-slam[wild-type], UASp-myc-GFP-slam[ACU], transgenes with GAL4 driven expression. Genomic transgenes were generated by PhiC31 integrase-mediated site-specific insertions on the third chromosome at cytological position 68A4 [27]. *slam* deficient embryos were generated by *slam* germ line clones in progenies of the cross Df(2L)slam Frt^2L^ slam5′rescue/CyO females with hs-Flp^122^; *ovo*^D2L^ Frt^2L^/CyO males and heat shock for 2× 1 h at 37°C in larvae [17]. The Df(2L)slam Frt^2L^ slam 5′rescue is also deficient for some proximal genes in addition to the *slam* locus. These genes do not function in early embryonic development, as the cellularization phenotype is rescued with the genomic *slam* transgene [17]. For microinjection experiments, females with *slam* germ line clones were crossed with males Df(2L)slam Frt^2L^ slam5′rescue/ CyO. In the case of transgenes, females with *slam* germ line clones (hsFlp^122^/+; Df(2L)slam Frt^2L^ slam5′rescue/ovo[D2L] Frt_2L_; transgene/+ were crossed with males Df(2L)slam Frt^2L^ slam5′rescue/CyO; transgene/transgene. Rescue of viability was tested with Df(2L)slam Frt^2L^ slam5′rescue/Df(2L)slam Frt^2L^ slam3′rescue; transgene/+ [17]. All embryos from crosses with *slam* germ line clones are maternally deficient for *slam*. 50% of the progeny are also zygotically deficient for *slam*, whereas the other half contain a zygotic wild-type allele of *slam* (zygotic rescue). Embryos with zygotic rescue form a furrow during cellularization and have strong and uniform *slam* RNA and protein expression. For imaging of not yet translated *slam* RNA, embryos were obtained from females expressing PCP-GFP [21, 22] crossed to males with the *slamPP7* transgene. Mapping of the RNA localization regions was performed with wild-type flies (OregonR). The *shibire* phenotype was induced in embryos from heterozygous females by shifting the embryos to 32°C 10 min prior to the FRAP experiment [17].

### Molecular genetics

Truncations and gene fusions of *slam* cDNA as specified in Table 1 were cloned by PCR-based cloning. The vector pCS2 or pCS2-6xmyc (obtained from R. Rupp) contains a short leader sequence derived from the beta globin leader sequence. Genomic constructs were cloned into a pattB plasmid, suitable for generation of transgenic flies [27]. Details of the cloning procedures and PCR are available on request. cDNA constructs were based on cDNA clone LD22808, which served as template for PCR. In comparison to other cDNA clones available now, LD22808 lacks 69 nucleotides at position CDS 1083, which do most likely represent an additional, rarely used intron. The *slam* gene with alternative codon usage (*slam*[ACU]) was designed by each 3-nucleotide codon with another suitable codon, according to the codon usage frequency in *Drosophila* [28] and synthesized by MWG Eurofins. Noncoding parts of the gene (5′ and 3′ untranslated regions and introns) were not mutated. *slam*[ACU] was cloned into the pattB-slam8.6 genomic construct [17] by PasI and SphI restriction sites. Introns were preserved. For *slamPP7*, a sequence with 12xPP7 [21, 22] was inserted at the unique SacII site of the coding sequence within the 8.6-kb genomic DNA of the *slam* locus cloned in pBKS and transferred to the transformation vector pattB. This construct also contained a 6x MS2 site inserted at position 50 of the 3′ untranslated region. For the transgenes with GAL4 driven expression pUASp-myc-GFP-slam and pUASp-myc-GFP-slamACU, *slam* and *slam*[ACU], cDNAs were cloned in frame into pUASp-myc-GFP.

**Table 1:** List of plasmids.

Name	Type	Description (nt of CDS)
CS-slam	Plasmid/RNA	Full length cDNA* (LD22808)
Slam-5	Plasmid/RNA	slam 5′UTR-(1..3,519)-Myc
Slam-6	Plasmid/RNA	Myc-slam(1..3,522)-3’UTR
Slam-8	Plasmid/RNA	Myc-slam(1..3,519)-myc
Slam-5′UTR-GFP	Plasmid/RNA	5′UTR-GFP
Slam-1	Plasmid/RNA	5′UTR-slam(1..904)-myc
Slam-2	Plasmid/RNA	Myc-slam(598..1,884)
Slam-3	Plasmid/RNA	Myc-slam(1,521..2,826)
Slam-4	Plasmid/RNA	Myc-slam(2,431..3,522)-3′UTR
Slam-19	Plasmid/RNA	GFP-slam(1..3,519)-myc
Slam-14	Plasmid/RNA	GFP-TGA-slam(1..3,519)-myc
Slam-16	Plasmid/RNA	GFP-slam(598..1,884)
Slam-20	Plasmid/RNA	GFP-slam(598..990)
Slam-21	Plasmid/RNA	GFP-slam(991..1,428)
Slam-17	Plasmid/RNA	GFP-slam(1,498..1,884)
Slam-22	Plasmid/RNA	GFP-slam(1..597)
Slam-26	Plasmid/RNA	GFP-slam(1..597+1,885..3,522)-myc
SlamΔBam	Plasmid/RNA	GFP-slam(1..507+1,576..3,522)-myc
Slam-24	Plasmid/RNA	GFP-slam(2,433..3,522)-3′UTR
Slam8.6	Genomic transgene	Wild-type sequence of *slam* locus, 8.645 nt
Genomic GFP-slam	Genomic transgene	Wild-type sequence of *slam* locus. GFP and a TEV cleavage site are inserted at start codon.
SlamACU	Genomic transgene	Complete CDS is substituted by ACU sequence, 5′UTR, 3′UTR, introns and the 69 nts at CDS1083 are similar to wild-type slam8.6.
SlamPP7	Genomic transgene	Wild-type sequence of *slam* locus. A sequence with 12x PP7 was inserted at position 3,460.
CS-slamACU	Plasmid/RNA	5′UTR-slamACU(1..3,519)-myc
CS-myc-slam-ACU	Plasmid/RNA	Myc-slamACU(1..3,522)
UASp-myc-GFP-slam	Transgene	*Slam* cDNA fused in frame to 6xmyc and GFP.
UASp-myc-GFP-slamACU	Transgene	*SlamACU* cDNA fused in frame to 6xmyc and GFP.
CS-GFP	Plasmid/RNA	GFP

*All cDNA constructs are based on cDNA clone LD22808, which lacks 69 nucleotides at position CDS1083/1084. These 69 nucleotides are included in other cDNA clones and in the genomic constructs and most likely do not represent an additional intron.

**Abbreviation:** ACU, alternative codon usage; CDS, coding DNA sequence; CS, vector plasmid CS2; GFP, green fluorescent protein; nt, nucleotide; PP7, bacteriophage PP7; *slam*, *slow as molasses*; TEV, Tobacco Etch Virus nuclear-inclusion-a endopeptidase; UAS, Upstream Activation Sequence; UTR, untranslated region

### RNA synthesis in vitro

For microinjection, capped transcripts were synthesized with linearized plasmid templates and the SP6 mMESSAGE mMACHINE high yield capped RNA transcription kit (Applied Biosystems). For live imaging of injected RNA, the reaction mix was complemented with 0.5 μl aminoallyl-UTP (25 mM, Jena bioscience). Isolated RNA (4 μl) was labeled with 5 μl Rhodamine Red-X, (succinimidyl ester in 56 μl DMSO, Invitrogen), 1 μl 0.1 M Na-Borate [pH 9] at RT overnight. The labeling dye and salts were removed using a desalting Sephadex G50 spin column. For RNA in situ hybridization, *slam* RNA probes were generated with T7 RNA polymerase and antisense templates as previously described [10].

### RNA extraction, reverse transcription, quantitative PCR, RNA sequencing

Total RNA was extracted from staged embryos using Trizol Reagent (Invitrogen). Reverse transcription was performed with 1–2 μg RNA and oligo-dT primers according to the instructions of the manufacturer (Roche). Two μl (12.5% of the sample) of reverse transcripts were analyzed by quantitative PCR with specific primers. qPCR reactions were performed in duplicates. Specificity was controlled by a sample in which reverse transcriptase enzyme was omitted and in reactions with defined amounts of templates. The following primer pairs were used for quantitative PCR: WT1 SY88 (603–622) + SY89 (885–903), WT2 SY94 (−334–−316) + SY95 (−24–−1), ACU SY92 (603–620) + SY93 (886–905). ACU is specific for the *slam*[ACU] allele. The numbers in parentheses specify the position of the nucleotide within the cDNA, according to the coding sequence. For genome-wide analysis, RNA extracted from immunoprecipitates was subjected to next generation sequencing (Illumina HiSeq2000), according to the manufacturer’s protocols. Analysis was performed with 2–4 biological replicates. 

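The deposited tables list 15682 genes for the antibody experiment and 17559 for the GFP-binder experiment. N was read as the mean normalized count over all libraries of an experiment, with genes kept at 50 or more and at 10 or more. With the minimum applied to the higher group alone, 640 and 158 transcripts were more than 4-fold enriched and slam ranked 31 by log2 enrichment with the Slam antibody. With no minimum, 3338 and 1162 were, and slam ranked 295 and 183. With edgeR's filterByExpr, 1123 were more than 4-fold enriched with the Slam antibody, where slam ranked 101.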

Weakly expressed genes (*N* < 50 or *N* < 10 for the experiment with Slam/Dia antibodies or GFP binder, respectively) were not considered in the analysis. RNA expression data were obtained from wild-type embryos with 1.5–2.5 h ([29], GEO Series accession number GSE97557). The data from Next Generation Sequencing have been deposited in NCBI’s Gene Expression Omnibus [30] and are accessible through GEO Series accession number GSE99761 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99761.

### Histology

Embryos were fixed in 8% formaldehyde in phosphate-buffered saline (PBS) and fluorescent RNA in situ hybridization was performed as previously described [10]. Protein staining with a specific antibody was performed after RNA staining. The following antibodies were used: primary antibodies: rabbit/guinea pig-α-Slam [10], mouse-α-myc-9E10 (Roche); secondary antibodies: Alexa-coupled goat-anti-mouse/rabbit/guinea pig antibodies (Invitrogen), peroxidase coupled α-digoxigenin Fab-fragments (Roche). RNA probes against *slam* cDNA sequence, against *slam*[ACU], against *GFP*, or against *PP7* were used. DNA was costained by DAPI. Embryos were mounted in Aquapolymount.

### Microscopy

Fluorescent images of fixed and immune-stained embryos and live imaging experiments were recorded with a confocal microscope (Zeiss LSM780). Images were processed with ImageJ/Fiji and Photoshop (Adobe). Images from FRAP experiments were analyzed as previously described [17]. Time-lapse recordings of embryos injected with fluorescently labeled *slam* RNA were recorded with a Leica epifluorescence microscope. Time-lapse recordings with differential interference contrast optics were recorded with an inverted microscope (Zeiss Observer Z.1, 25× NA0.7/oil) with a computer-controlled stage, allowing simultaneous recordings of multiple embryos.

### Microinjections

Embryos were injected as previously described [10]. The mRNA constructs were injected at concentrations of about 2–5 μg/μl. Fixation was performed about 1–1.5 h after injection, when the majority of embryos were in the cellularization stage. Cycloheximide (1 mg/ml) or buffer (0.1 M Na-phosphate, 5 mM KCl) was injected from the posterior end. About 10 minutes later imaging or FRAP was started. The embryos contained a genomic GFP-slam transgene.

### Expression of *slam* and *slam*ACU in *Drosophila* Schneider cells

*slam* wild type and *slam*[ACU] (on pCS2 plasmid, driven by a CMV promoter) were tested for protein production levels in cultured *D*. *melanogaster* Schneider line 2 (S2) cells. S2 cells were grown in Schneider’s Drosophila medium (Gibco/Invitrogen) supplemented with 10% fetal bovine serum (Gibco/Invitrogen) at 25°C. Cells were reseeded 1 day before transfection at about 1.0 million cells/ml (counted in Neubauer chamber). Transfection was performed according to the instruction of the manufacturer (Qiagen Transfection Kit containing Effectene Transfection Reagent). A control reaction (using pCS-GFP) indicated an approximately 6% transformation efficiency. Cells were harvested after 48–72 h. Half of the cells were dissolved in SDS loading buffer (Laemmli) to a final concentration of 50,000 embryos/μl. SDS gel electrophoresis was performed with 1 million cells per sample lane. RNA was extracted from the second half of the cells using Trizol Reagent (Invitrogen).

### Co-immunoprecipitation

Guinea pig-α-Slam antibody [10] or guinea pig-α-Dia antibody [24] was bound to Dynabeads coated with Protein A (Invitrogen) in PBT for 1 h at 4°C. Beads were washed 5 times with PBT. Embryonic extracts were prepared by lyzing about 100 mg of 1.5–3-hour-old embryos in 1 ml YSS buffer [31] (50 mM Tris/HCl [pH8], 75 mM NaCl_2_, 1 mM MgCl_2_, 0.05% NP40, 100 mM sucrose, 1 M DTT, protease inhibitors [Roche], RNAase inhibitors) in a Dounce homogenizer. The lysate was centrifuged for 15 min at 14,000 rpm to remove debris. The cleared supernatant was mixed with the beads coated with antibody and incubated on a rotator for 1 h at 4°C. A 200-μl sample was taken from the supernatant (unbound fraction). Beads were then washed 4 times with cold YSS buffer. 200 μl of YSS buffer was added to the bound samples. Unbound and bound samples were complemented with 20 μl 10% SDS and 0.5 μl glycogen (20 μg/ml). Samples were extracted with phenol/chloroform/isoamylalcohol. Protein was precipitated from the organic phase with 1 ml acetone. RNA was precipitated by the addition of 40 μl Na-acetat (3 M) and 500 μl 100% ethanol to the aqueous phase. Protein and RNA samples were analyzed by western blot, quantitative RT-PCR, and next generation sequencing, respectively. For co-immunoprecipitation with the single-chain GFP antibody (GFP binder or GFP-TRAP, Chromotek), staged embryos from GFP-slam transgenic or wild-type flies were collected and lysed as described above, except for the following: 0.5 μl biotinylated-GFP binder (50 mM) was mixed with cleared embryo lysate for 1 h at 4°C. Then, 20 μl PBS-washed streptavidin-coupled Dynabeads were added and mixed for a further 1 h at 4°C.

### Western blots and analysis of manually selected embryos

SDS polyacrylamide gel electrophoresis (PAGE) and western blot were performed as previously described [10]. Primary antibodies were guinea pig or rabbit-α-Slam [10], mouse-α-tubulin-α (Sigma), and rabbit or guinea pig-α-Dia [22]. Western blots were developed with fluorescently labeled secondary antibodies (800CW Donkey-α-guinea pig/mouse/rabbit IgG) and detected with a LICOR system. Sixteen-bit images were processed by Photoshop and FIJI/ImageJ. For analysis of embryos with defined genotype and stage, embryos were heat fixed as previously described [10], stained for Slam and DAPI, and mounted in 50% glycerol. Under fluorescent microscope, embryos in cellularization were sorted by their zygotic genotype and stage. Sorted embryos (*N* = 10–20) were lysed in Laemmli buffer with a Dounce homogenizer and analyzed by western blot.

## Supporting information

S1 Fig *slam* constructs and transgenes. Schematic drawing of genomic *slam* transgenes and *slam* cDNA constructs in comparison to the *slam* locus. Boxes indicate transcribed regions. Coding sequence is marked in light orange, sequences with alternative coding in red, untranslated region in grey, GFP in green, 6xmyc tag in blue, and 12xPP7 in dark blue. The stop codon following the GFP tag is marked with a triangle.
(JPG)

S2 Fig Expression and localization of *slam* RNA and protein in blastoderm embryos. **(A)** Relative abundance of *slam* RNA determined by reverse transcription and quantitative PCR, with RNA isolated from embryo collections staged by time after egg lay. Corresponding nuclear cycles are indicated. **(B)** Abundance of Slam protein analyzed by western blot with extracts from heat fixed embryos staged by morphology and nuclear cycle. Detection of α-tubulin serves as a loading control. Corresponding absolute time after fertilization is indicated. **(C)** Wild-type embryos were fixed and stained for *slam* RNA by fluorescent RNA in situ hybridization (grey/red), for Slam protein by immunostaining (grey/green), and for DNA (blue). Images were recorded from 1 slide in 1 session, with the unchanged settings of the confocal microscope. Embryos were staged by the length of the furrow and nuclear density and morphology. Arrows in yellow point to punctate RNA staining inside the nucleus, which likely represent sites of primary transcription. **(D)** Expression of *slamPP7* RNA in embryos with zygotic expression of *slamPP7* in a wild-type background. RNA was detected with a probe specific for the PP7 sequence by fluorescent RNA in situ hybridization. For staging, embryos were stained for Slam protein (red) and DNA (blue), shown in side view. Scheme of the genomic *slamPP7* transgenic construct is shown above the images. Scale bar = 10 μm. C, late cellularization (cycle 14); G, early gastrulation (stage 7); MW, apparent molecular weight; P, preblastoderm (nuclear cycle 1–9).
(JPG)

S3 Fig Characterization of embryos injected with cycloheximide. Images from time-lapse recordings of embryos expressing GFP-slam from a genomic transgene prior to and 10 min and 20 min after injection. Embryos were injected with either buffer or cycloheximide (1 mg/ml). Embryos were injected **(A)** in mitosis 13, **(B)** at the onset of cellularization, and **(C)** in early cellularization. Scale bar = 10 μm.
(JPG)

S4 Fig Mapping of parts of the *slam* RNA sufficient for localization in wild-type embryos. **(A)** Wild-type embryos or *slam* deficient embryos from germ line clones were injected with indicated mRNA and fixed and stained for Slam protein using Slam or Myc antibodies and RNA by probes for *slam* or GFP. *slam* embryos were recognized by the absence of overall *slam* RNA or protein signal. Scale bar = 10 μm. **(B)** Schematic representation of constructs. Detected FC localization of the injected RNA is indicated by “+” and red color of the construct and non-FC localization by “–”and faint red color of the construct. *slam* coding sequence is marked in red, 6xmyc tag in blue, and GFP in green. Dashed lines indicate deletions. Boxes in yellow mark the mapped regions, Loc1, Loc2, Loc3.
(JPG)

S5 Fig Sequences of *slamACU* allele. Comparison of coding sequences of wild-type (capital letters) and ACU (small letters) alleles. Sequences changes in ACU are marked in red. The exon-exon junction of the second intron is marked in yellow. cDNA clone LD22808 contains a third small intron (marked in blue), which is not annotated in the current genome annotation. This piece of sequence was not mutated in the ACU allele.
(PDF)

S6 Fig Expression of the *slam* in cultured S2 cells. **(A, B)** Western blot probed with Slam and α-tubulin antibodies with extracts from cultured S2 cells transiently transfected for expression for *slam*, *slam*[ACU], or GFP. * marks a cross-reacting band that served as loading control. **(C)** Abundance of *slam* transcripts and Slam protein expressed from *slam*[ACU] in relation to *slam*[wild type] was determined by western blotting (protein) and reverse transcription with qPCR (RNA) in extracts of transiently transfected S2 cells. Error bar indicates standard error of the mean. *N* = 3, 3 biological replicates. The underlying data for this figure can be found in S1 Data. ACU, alternative codon usage; GFP, green fluorescent protein; kD, kilodalton; MW, molecular weight; qPCR, quantitative polymerase chain reaction; S2 cells, Drosophila melanogaster Schneider 2 cells.
(JPG)

S7 Fig Phenotype of *slamACU* embryos. The length of the cellularization furrow was measured from time-lapse recordings with differential interference contrast of wild-type embryos and embryos from females with *slam* germ line clones with or without the *slam[ACU]* genomic transgene. Embryos were grouped into mutant (red) and zygotically rescued (blue) according to the cellularization phenotype. Bars = standard error of the mean. The underlying data for this figure can be found in S1 Data. ACU, alternative codon usage; *N*, number of embryos; *slam*, *slow as molasses*.
(JPG)

S1 Table Transcripts specifically associated with Slam protein.

S1 Movie Injected fluorescent *slam* RNA associates with FC. Rhodamine-labelled *slam* mRNA was injected into wild-type embryos. Images were recorded every 20 s. The movie starts in interphase 13. During mitosis, the furrow extends and retracts. During interphase 14, the furrow gradually elongates with the FC moving inwards.
(AVI)

S1 Data Source data for the charts shown in Figs 1, 2, 5 and 7 and S2, S6 and S7 Figs.

## Abbreviations

ACU: alternative codon usage
CDS: coding DNA sequence
cncRNA: RNA with coding and noncoding functions
CS: vector plasmid CS2
CyHx: cycloheximide
FC: furrow canal
FRAP: fluorescence recovery after photobleaching
Gal4: galactose-responsive transcription factor
GFP: green fluorescent protein
kD: kilodalton
MW: molecular weight
PCP: bacteriophage PP7 coat protein
PP7: bacteriophage PP7
qPCR: quantitative polymerase chain reaction
S2 cells: *Drosophila melanogaster* Schneider 2 cells
*slam*: *slow as molasses*
TEV: Tobacco Etch Virus nuclear-inclusion-a endopeptidase
UAS: Upstream Activation Sequence
UTR: untranslated region
WT: wild-type

# Supplementary material for: Slam protein dictates subcellular localization and translation of its own mRNA
**Source:** PLoS Biol. 2017 Dec 4;15(12):e2003315. doi: 10.1371/journal.pbio.2003315
**Supplement:** S5 Fig — Comparison of coding sequences of wild-type (capital letters) and ACU (small letters) alleles. Sequences changes in ACU are marked in red. The exon-exon junction of the second intron is marked in yellow. cDNA clone LD22808 contains a third small intron (marked in blue), which is not annotated in the current genome annotation. This piece of sequence was not mutated in the ACU allele.

Supplemental data. Figure S5. Nucleotide sequence of the slam[ACU] allele (small letters) in comparison to the wild type allele (capital letters). Sequence variations are marked in red.

ATG	CCA	GAA	AGC	CAC	AGT	TAC	AAA	CTG	AAA	CGT	CTA	ACG	TCA	ACA	ACA	AGA	CAG	CAA	ACT		
atg	ccc	gag	tcc	cat	agc	tat	aa	gtg	aa	cgc	ctg	acc	tcc	acc	acg	cgc	caa	cag	aca	60	
M	P	E	S	H	S	Y	K	L	K	R	L	T	S	T	T	R	Q	Q	T	20	
AAT	ACC	AAA	ATG	GTC	CTA	AGC	AAT	TCC	ACG	CCG	AAC	AAC	CAG	TCC	AAG	CAC	AAC	CAG	ATG		
aa	ac	aa	atg	gtg	ctg	tcc	aa	agc	acc	cca	aat	aat	caa	agc	aaa	cat	aat	caa	atg	120	
N	T	K	M	V	L	S	N	S	T	P	N	N	Q	S	K	H	N	Q	M	40	
GTA	GTG	GAC	ACG	GCA	GCC	ATG	AAC	AGT	GAT	GAT	CTC	AGC	GAG	CTA	CTG	CAG	CTG	AAC	GCG		
gtg	gtc	gat	acc	gcc	gcc	atg	aat	agc	gac	gac	ctg	tcc	gaa	ctt	ctc	caa	ttg	aat	gcc	180	
V	V	D	T	A	A	M	N	S	D	D	L	S	E	L	L	Q	L	N	A	60	
GAG	ATC	GAG	GAA	CGT	CGT	CGC	TCC	AGC	CGC	CAC	GGA	GAT	GCC	AGC	ACC	GCC	TGT	GGC	CTG		
gaa	att	gaa	gag	cgc	cgc	cgt	agc	tcc	cgt	cat	ggc	gac	gcg	tcc	acg	gcg	tg	gga	ttg	240	
E	I	E	E	R	R	R	S	S	R	H	G	D	A	S	T	A	C	G	L	80	
CTC	CGA	GCT	ACG	ATG	ACC	AGG	GAG	GAA	CTC	TTC	GAG	ATT	TCC	TCG	CTG	GAT	GAT	GAT	CGC		
ctg	cgc	gcc	acc	atg	acg	cgc	gaa	gag	ctg	ttt	gaa	atc	agc	tcc	ttg	gac	gac	gac	cgt	300	
L	R	A	T	M	T	R	E	E	L	F	E	I	S	S	L	D	D	D	R	100	
TTC	CTG	ACC	GCC	CTG	GAG	TAC	CAA	AAC	TCG	TTT	GCA	TCA	CCG	CGC	CGA	GTG	CAG	GTT	ACC		
ttt	ttg	acg	gcg	ctc	gaa	tat	cag	aat	agc	ttc	gcc	agc	ccc	cgt	cgc	gtc	caa	gtg	acg	360	
F	L	T	A	L	E	Y	Q	N	S	F	A	S	P	R	R	V	Q	V	T	120	
GAC	CTG	GAC	TTG	TCC	AGC	ATC	GAG	AAT	CTG	ATG	AAG	TAC	TTC	GAC	GAA	GAG	GTA	CCT	GTG		
gat	ttg	gat	ctg	agc	tcc	att	gaa	aac	ttg	atg	aaa	tat	ttt	gat	gag	gaa	gtg	ccc	gtc	420	
D	L	D	L	S	S	I	E	N	L	M	K	Y	F	D	E	E	V	P	V	140	
ACG	CCA	ACA	AAG	ACA	CTG	GGT	ACC	ACC	AAG	GCA	GCG	GGT	AAC	ACG	GGT	AAA	GTG	GCC	AGC		
acc	ccc	acc	aaa	acc	ttg	gga	acg	acg	aaa	gcc	gct	ggc	aat	acc	gga	aa	gtc	gcg	tcc	480	
T	P	T	K	T	L	G	T	T	K	A	A	G	N	T	G	K	V	A	S	160	
ACA	ATT	GCC	AAG	TTG	GCC	CTC	CAG	TCG	GAT	CCG	GTC	ACG	CCG	CCC	AAG	CCA	AAA	GTG	GGT		
acc	atc	gcg	aaa	ctg	gcg	ctg	caa	tcg	gat	ccg	gtg	acc	ccc	ccg	aaa	ccc	aa	gtc	gga	540	
T	I	A	K	L	A	L	Q	S	D	P	V	T	P	P	K	P	K	V	G	180	
AGT	GGC	CAC	CTA	AAG	ATC	AGC	GAG	CTC	AAG	CAG	AAA	TAC	GAA	CAG	CTG	CCG	GAG	ATG	GAG		
agc	gga	cat	ctg	aaa	att	agt	gaa	ctg	aaa	caa	aa	tat	gag	caa	ctc	ccc	gaa	atg	gaa	600	
S	G	H	L	K	I	S	E	L	K	Q	K	Y	E	Q	L	P	E	M	E	200	
ACG	CCA	CGC	TCT	GCA	TAT	CAG	GCT	TCC	AGA	AAG	GTA	TCC	GCG	TCG	CTG	CCC	ATG	AAG	GTC		
acc	ccg	cgc	tcc	gcc	tac	caa	gcc	tcg	cgc	aaa	gtg	tcg	gcc	tcc	ctc	ccg	atg	aaa	gtg	660	
T	P	R	S	A	Y	Q	A	S	R	K	V	S	A	S	L	P	M	K	V	220	
AAG	GAG	ATG	GCC	CAG	CTG	TTT	AAC	TCC	AAG	ATC	AGC	CAG	GTG	ATG	CGA	CGT	ACA	GAG	GAA		
aaa	gaa	atg	gcg	caa	ctc	ttc	aat	tcg	aaa	att	agt	caa	gtc	atg	cgc	cgc	acc	gaa	gag	720	
K	E	M	A	Q	L	F	N	S	K	I	S	Q	V	M	R	R	T	E	E	240	
CCA	CAG	TAT	GTT	CAG	CTG	CAA	AAT	GAG	ATG	TCG	CCG	GAG	GTT	AAG	GCA	CAG	AAC	CGC	CTG		
ccc	caa	tac	gtg	caa	ctc	cag	aac	gaa	atg	tcc	ccc	gaa	gtg	aaa	gcc	caa	aat	cgt	ctc	780	
P	Q	Y	V	Q	L	Q	N	E	M	S	P	E	V	K	A	Q	N	R	L	260	
GTG	TCG	CCA	TTA	GAG	TCC	CCA	GTT	CAA	GGA	CCC	TGC	CTG	GTG	GCC	GAG	GAA	GTT	TTC	CGC		
gtc	tc	ccg	ttg	gaa	tcg	ccc	gtg	cag	ggc	cca	tgt	ctc	gtc	gct	gaa	gag	gtg	ttt	cgt	840	
V	S	P	L	E	S	P	V	Q	G	P	C	L	V	A	E	E	V	F	R	280	

GAG TTG AGC GTG AAG GAC AAA GCC CTG CTG TTC AAC AAG TTC ATC GGT GAC ATG GCA GCC
gaa ctg agt gtc aaa gat aag gcg ctg ctg ttt aat aaa ttt att ggk gat atg gcc gct 900
E L S V K D K A L L F N K F I G D M A A 300

AAG CAC CCC AAG TTC ACT GCA CAT GCC GCA GAT CTC AAG GAG AAG GTA AAC AAA CAG GTG
aaa cat ccg aaa ttt acc gcc cac gca gcc gac ctg aaa gaa aaa gtg aat aag caa gtc 960
K H P K F T A H A A D L K E K V N K Q V 320

GCA CGA GGG GAG GTG GTG GCT GAA CGA CAA GCC AGT GTT AAG CAT CTC GCC CAG GAG TTG
gcc cgc ggc gaa gtc gtc gcc gag cgc cag gcg agc gtg aaa cac ctg gct caa gaa ctg 1020
A R G E V V A E R Q A S V K H L A Q E L 340

GAA GCG AAA TGT ATC CTG GAG CCG GGA TCG CCA CCG CGA CCA GGT GGT GTC TCT CCC CCC
gag gcc aag tgc att ctg gaa ccc ggk tcc ccg cca cgc ccc ggk ggk gtg tcc ccg ccg 1080
E A K C I L E P G S P P R P G G V S P P 360

AAG ACG ACT GAG AGC AAA ACG GAG ACA TGC ACC TCC CAG CTG CAT GTG AGC ACC CTG ACT
aaa acg act gag agc aaa acg gag aca tgc acc tcc cag ctg cat gtg agc acc ctg act
K T T E S K T E T C T S Q L H V S T L T

GTG ATC CTC AAG
gtg atc ctc aag
V I L K

CCA AGT CCA GAG CGC AGA GCT CCA CAG CCA CGA CCC CGC CGA TGC CTG GAT CGT CAG
ccc agk ccc gaa cgt agk gcc ccg caa ccg cgc cca cgc tgc ctg gac cgc caa 1140
P S P E R R A P Q P R R R C L D R Q 380

AGC GAT GAA CAT GCC CGA GAG CCA TCC CAG AAG CGA AAC CTC GCC GCG ATT CGC ACC ATG
agt gac gag cac gct cgc gaa ccc tcg caa aaa cgc aat ctg gct gcc atc cga acg atg 1200
S D E H A R E P S Q K R N L A A I R T M 400

ATG CCA ACG GAG GCC TAT GCG CCA CCA AAG AAA ATC CGA CGC ACT CGA CAG GAG CGC ACC
atg ccc acc gaa gct tac gcc ccg ccg aaa aag att cgc cga acc cgc caa gaa cga acg 1260
M P T E A Y A P P K K I R R T R Q E R T 420

GGT GCG GAT AGC CAA ATG TTT TTT CAG AAC GAA CAC CTC GAA ACC CTG TTC TAC AGC TGG
ggk gcc gac agt cag atg ttt ttt caa aat gag cat ctg gag acc ctg ttt tat agt tgg 1320
G A D S Q M F F Q N E H L E T L F Y S W 440

CTC AGC TCG GAG AAC GGT GTC CAG TTC GAC ATT ACG AGT GTG TCT GAC GGT CAG CAG ACC
ctg agt tcg gaa aat ggk gtg caa ttt gat atc acc agk gtc tcg gat ggk caa caa acc 1380
L S S E N G V Q F D I T S V S D G Q Q T 460

ATT GAG ATA GCC ACC GAG GAG GGT AAT CTT CTG GAG CAA CCG CTA CTT GAG CCG AGC ACC
atc gaa att gct acc gaa gaa ggk aac ctg ctt gaa cag ccc ctt cta gaa ccc agt acc 1440
I E I A T E E G N L L E Q P L L E P S T 480

GCT ACT CTG GAG GAT GTG AGC CAA AAG TCC GCC GTC GAG CGG CTT CTG GAG GAG GCC ATC
gcc acc ctg gaa gac gtc agt cag aaa tcg gct gtg gaa cgc ctg ctg gaa gaa gcg att 1500
A T L E D V S Q K S A V E R L L E E A I 500

GCA AAA TTA GAG CTA GAT AAC GAG TCC AAG AAG GAG ACA CAA GTC GAG GAA AAG AAG GAG
gcc aag ttg gaa ctg gac aat gaa tcg aaa aaa gaa acc cag gtg gaa gag aaa aaa gaa 1560
A K L E L D N E S K K E T Q V E E K K E 520

ATG GAT ACA GCT CAG GAT CCC ATC GTT CAA GTC ACT CCG CGA CGC ATT AAG CGC CAG GCG
atg gac acc gcc cag gat ccg att gtg cag gtg acc ccc cgc cgt atc aaa cgt caa gcc 1620
M D T A Q D P I V Q V T P R R I K R Q A 540

CCG	CCA	GTG	CCA	GCC	CCA	CGA	CCC	AGT	CTA	AGT	CAA	GTT	ACC	TCC	AGT	GCA	TCC	AGC	TGC		
ccc	ccg	gtc	ccc	gct	ccg	cgc	ccg	agc	ttg	agc	cag	gtg	acg	agc	tcc	gct	agc	tcc	tgt	1680	
P	P	V	P	A	P	R	P	S	L	S	Q	V	T	S	S	A	S	S	C	560	
AAG	CAA	TCC	GAG	GCT	GAG	GAA	AGT	GAA	TCC	GGG	TTG	TCT	ACA	CTC	CCC	AAG	ATA	ACC	AGC		
aaa	cag	agc	gaa	gcc	gaa	gag	agc	gag	agc	ggc	ctg	agc	acc	ctg	ccc	aag	ata	acc	agt	1740	
K	Q	S	E	A	E	E	S	E	S	G	L	S	T	L	P	K	I	T	S	580	
GAC	GAA	TCC	CAG	CCA	GAG	ACG	CCC	AAG	GAT	GAC	TTG	CAG	ACA	GGT	GAA	TTT	GAT	TTT	GCC		
gat	gag	agc	caa	ccg	gaa	acc	ccg	aaa	gac	gat	ctg	caa	acc	ggc	gag	ttc	gac	ttc	gcg	1800	
D	E	S	Q	P	E	T	P	K	D	D	L	Q	T	G	E	F	D	F	A	600	
AAG	CCC	CAG	CGT	CCG	CCA	CGC	AAG	AAG	AAA	ATG	CGC	CGA	ACT	CTT	ACA	TGG	AAA	AAG	GAG		
aaa	ccg	caa	cgc	cca	ccg	cg	aaa	aaa	aag	atg	cg	cg	acc	ctg	acc	tgg	aag	aaa	gaa	1860	
K	P	Q	R	P	P	R	K	K	K	M	R	R	T	L	T	W	K	K	E	620	
AAC	TCC	ATT	GTC	GAG	GCC	ACT	GCA	ATA	ACC	TCA	ACG	GAC	TCC	GAT	TCA	GAT	TAC	AAG	CCT		
aat	agc	atc	gtg	gaa	gct	acc	gcc	atc	acg	tcc	acc	gat	agc	gac	tcc	gac	tat	aaa	ccg	1920	
N	S	I	V	E	A	T	A	I	T	S	T	D	S	D	S	D	Y	K	P	640	
CCG	CTA	TCA	GGA	GCG	GCC	AAG	AAG	AAG	TCC	GGT	GCT	ATC	TGT	AAC	CCA	CTT	CCA	ATG	CCC		
ccc	ctc	agt	ggc	gcc	gcg	aaa	aag	aaa	agc	gga	gcc	att	tgc	aat	ccg	ctg	ccg	atg	cca	1980	
P	L	S	G	A	A	K	K	K	S	G	A	I	C	N	P	L	P	M	P	660	
GAG	CCA	AGT	TTC	ATT	GAG	TTG	GAT	AAG	TCA	CTG	ATG	CGC	CAC	TTG	AAC	TCG	CCC	CGG	AAG		
gaa	ccg	agc	ttt	atc	gaa	ctg	gac	aaa	tcc	ttg	atg	cg	cat	ctg	aat	tcc	ccg	cg	aaa	2040	
E	P	S	F	I	E	L	D	K	S	L	M	R	H	L	N	S	P	R	K	680	
ATC	AAG	TCG	GCA	TAC	ACC	CTC	ACC	GTG	ATG	TCA	TCT	CCC	TCG	CCG	AAT	GCA	GAC	AGC	GAT		
att	aaa	agc	gcc	tat	acg	ctg	acg	gtc	atg	agc	tcc	ccg	tcc	cca	aac	gcc	gat	tcc	gac	2100	
I	K	S	A	Y	T	L	T	V	M	S	S	P	S	P	N	A	D	S	D	700	
CAG	TCT	CCT	AGT	CAG	ACA	CCA	AGG	CAA	TCC	CTG	GTA	CAG	GCC	ATG	CGG	GAC	AGT	TTC	GTG		
caa	tcc	ccg	agc	caa	acc	ccg	cg	cag	agc	ttg	gtg	caa	gcg	atg	cg	gat	agc	ttt	gtc	2160	
Q	S	P	S	Q	T	P	R	Q	S	L	V	Q	A	M	R	D	S	F	V	720	
GAT	CAG	GGC	TTT	GAG	ACA	TGC	TCG	AAC	GAT	CCG	ATG	GAC	AAC	AGT	CCG	ATA	CGC	CGA	TCT		
gac	caa	gga	ttc	gaa	acc	tgt	tcc	aat	gac	ccc	atg	gat	aat	agc	cca	att	cg	cg	tcc	2220	
D	Q	G	F	E	T	C	S	N	D	P	M	D	N	S	P	I	R	R	S	740	
TCG	CTT	GGA	GCC	ACG	GAA	TCG	AAG	CCA	TCC	GGT	TTT	TCC	ACG	CCA	GTT	AAG	GGA	CGC	CAT		
agc	ctg	ggt	gcg	acc	gag	agc	aaa	ccg	agc	ggc	ttc	tcc	acg	ccc	gtg	aaa	ggc	cg	cac	2280	
S	L	G	A	T	E	S	K	P	S	G	F	S	T	P	V	K	G	R	H	760	
GCT	TCC	AGT	CCG	GCG	CAA	CAA	CAA	CTG	TTC	AGT	CCG	ATT	CTC	ATC	CAG	GAG	CGC	CCT	CGT		
gcc	agc	agc	ccc	gcc	cag	cag	cag	ctc	ttt	agc	cca	atc	ctg	att	caa	gaa	cg	ccg	cg	2340	
A	S	S	P	A	Q	Q	Q	L	F	S	P	I	L	I	Q	E	R	P	R	780	
CGC	AGT	TCC	CTG	GCC	ATG	CAA	GTG	ATC	CGG	GAG	GAT	CAT	CCG	CTC	GAT	CTG	GAC	GCC	ACC		
cg	agc	agc	ctc	gcg	atg	cag	gtc	att	cg	gaa	gac	cac	ccg	ctg	gac	ttg	gat	gcg	acg	2400	
R	S	S	L	A	M	Q	V	I	R	E	D	H	P	L	D	L	D	A	T	800	
TCC	AGC	TCA	CCC	TCC	ACA	CCG	TGC	AGT	GAG	CGG	GAG	TTC	TTC	GCC	AAT	GCC	CCG	ACT	GTT		
agc	tcc	tcc	ccg	tcc	acc	ccc	tgt	agc	gaa	cg	gaa	ttt	ttt	gcg	aac	gcg	ccc	aca	gtg	2460	
S	S	S	P	S	T	P	C	S	E	R	E	F	F	A	N	A	P	T	V	820	
GAA	ATT	GAT	AAC	TCC	CAG	GAT	GAG	AGT	CCG	ACC	GGC	AAG	GCG	CAC	TCA	ATG	TTC	TGG	ATC		
gag	atc	gac	aat	agc	caa	gac	gaa	agc	ccc	acg	gga	aaa	gcc	cat	tcc	atg	ttt	tgg	att	2520	
E	I	D	N	S	Q	D	E	S	P	T	G	K	A	H	S	M	F	W	I	840	

ACC	TCT	GGG	GAC	TTC	ACA	GTC	TCC	CTG	GAA	ATC	TTC	AAG	AAC	AGC	CCG	GAG	CGC	CTG	CGA		
acg	tc	gg	gat	ttt	acg	gtg	agc	ttg	gag	att	ttt	aaa	aat	tcc	cca	gaa	cgt	ttg	cgc	2580	
T	S	G	D	F	T	V	S	L	E	I	F	K	N	S	P	E	R	L	R	860	
CTG	CTG	TAC	GAA	ATC	TTC	ACC	CAG	AAA	AGC	TGG	GAG	ACT	CGT	GAC	CTG	GCC	TTC	GGA	ATC		
ttg	ct	ta	gag	att	ttt	acg	caa	aag	tcc	tgg	gaa	acc	cgc	gat	ttg	gcg	ttt	ggt	att	2640	
L	L	Y	E	I	F	T	Q	K	S	W	E	T	R	D	L	A	F	G	I	880	
GAC	GGA	CAC	AAG	TTC	ATT	CGC	GGA	GCT	CCC	AGT	TCC	GAC	TCC	GTC	CGA	CAG	TCG	CTG	CCC		
gat	gg	cat	aaa	ttt	atc	cgt	gg	gcc	ccg	agc	agc	gat	agc	gtg	cgc	caa	tcc	ttg	cca	2700	
D	G	H	K	F	I	R	G	A	P	S	S	D	S	V	R	Q	S	L	P	900	
GAG	CGT	CCA	CCC	AGT	GTG	AAG	GGC	TGC	TCT	CAC	TAT	TGG	TTC	GCC	AGC	GGA	GAT	CTC	GCA		
gaa	cgc	ccg	cca	agc	gtc	aaa	gga	tgt	agc	cat	ta	tgg	ttt	gcg	tcc	ggc	gac	ctg	gcc	2760	
E	R	P	P	S	V	K	G	C	S	H	Y	W	F	A	S	G	D	L	A	920	
GTG	CCC	TTC	AGC	GGA	AAA	CTG	ATG	TCC	AGC	GAG	AAG	ATC	GAG	CGG	CTG	TTT	GCC	TTC	CTC		
gtc	ccg	ttt	tcc	ggc	aag	ttg	atg	agc	tcc	gaa	aaa	att	gaa	cgt	ttg	ttc	gcg	ttt	ctg	2820	
V	P	F	S	G	K	L	M	S	S	E	K	I	E	R	L	F	A	F	L	940	
AGC	GGA	GAG	CAG	TCG	GAG	TTG	CGC	TTC	GGC	GTT	GAC	CAC	ATT	GAG	TTC	AGC	AGC	GTG	CCT		
tcc	gg	gaa	caa	agc	gaa	ctg	cgt	ttt	gga	gtc	gat	cat	atc	gaa	ttt	tcc	agt	gtc	ccc	2880	
S	G	E	Q	S	E	L	R	F	G	V	D	H	I	E	F	S	S	V	P	960	
GAG	TTC	TGG	CCC	ACC	ACC	CAG	AAG	TAT	TCC	ATC	GAG	AGC	AGC	TAC	AGC	ATA	CTG	GTG	GGT		
gaa	ttt	tgg	ccg	acg	aca	caa	aaa	ta	agc	att	gaa	tcc	agt	ta	tcc	atc	ttg	gtc	gga	2940	
E	F	W	P	T	T	Q	K	Y	S	I	E	S	S	Y	S	I	L	V	G	980	
CTG	CAG	ACA	GGT	GCC	AGC	AAT	GGC	CTG	GAG	GGT	CGC	AGC	AAG	TAC	TCC	TGG	CCC	AAC	AGC		
ctc	caa	acc	gga	gct	tcc	aac	gga	ttg	gaa	ggc	cgt	tcc	aaa	ta	agc	tgg	ccg	aat	tcc	3000	
L	Q	T	G	A	S	N	G	L	E	G	R	S	K	Y	S	W	P	N	S	1000	
AGC	ATC	AGT	GCC	AAC	CAG	GCG	ATC	AAG	ACC	AGC	GAC	CTG	GAT	CAG	ACG	GAG	TTC	GAG	TCC		
tcg	att	agc	gct	aat	caa	gcc	att	aaa	acg	tcc	gat	ttg	gac	caa	acc	gaa	ttt	gaa	agc	3060	
S	I	S	A	N	Q	A	I	K	T	S	D	L	D	Q	T	E	F	E	S	1020	
GAT	AGC	TTC	GGC	AAC	AAC	AGT	GGT	AGG	CTG	TCC	TTT	TCG	CCT	GAT	CTC	TTC	TCC	CTG	GAC		
gac	tcc	ttt	gga	aat	aat	agc	ggc	cgc	ttg	agc	ttc	agc	cca	gac	ctg	ttt	agc	ttg	gat	3120	
D	S	F	G	N	N	S	G	R	L	S	F	S	P	D	L	F	S	L	D	1040	
TAC	GAG	GCG	GTT	CCC	CTG	GAC	GAG	CTG	TTT	GCC	AAG	GCT	CCT	CCC	TCT	GCC	GCC	ACA	CCC		
ta	gaa	gcc	gtg	ccg	ttg	gat	gaa	ttg	ttc	gct	aaa	gcc	cca	ccg	agc	gcg	gcg	acc	cca	3180	
Y	E	A	V	P	L	D	E	L	F	A	K	A	P	P	S	A	A	T	P	1060	
GCC	ATG	TCC	GTG	CCG	CAA	ATG	ATG	CAG	ACC	CTC	AAG	CAG	CAG	CAG	TCC	AAA	CTT	CGC	AGT		
gct	atg	agc	gtc	cca	cag	atg	atg	caa	acg	ctg	aaa	caa	caa	caa	agc	aa	ctg	cgt	agc	3240	
A	M	S	V	P	Q	M	M	Q	T	L	K	Q	Q	Q	S	K	L	R	S	1080	
GTG	GAG	CAG	CGC	ATT	CGT	GGC	TAC	GCC	AAG	CCC	GCG	AAT	CTG	GCC	GAC	TCT	TCG	CTG	GAG		
gtc	gaa	caa	cgt	atc	cgc	gga	ta	gcg	aaa	ccg	gcc	aac	ttg	gcg	gat	tcc	agc	ttg	gaa	3300	
V	E	Q	R	I	R	G	Y	A	K	P	A	N	L	A	D	S	S	L	E	1100	
CAC	TGC	CGC	AAC	ACG	CCG	CAA	TAT	GTC	CAC	AAG	CTG	CGC	TCC	ATC	ATC	CGG	GCC	ATT	GAC		
cat	tgt	cgc	aat	acc	cca	cag	ta	gtg	cat	aaa	ttg	cgt	agc	att	att	cgc	gcg	atc	gat	3360	
H	C	R	N	T	P	Q	Y	V	H	K	L	R	S	I	I	R	A	I	D	1120	
AAC	ATT	GGA	CGC	GAC	GAT	GGC	TTC	CGC	GGC	TGC	TCG	ATG	GAG	CAG	CTC	GAG	AGC	TTC	ATG		
aat	atc	ggc	cgt	gat	gac	gga	ttt	cgt	gga	tgt	tcc	atg	gaa	caa	ctg	gaa	tcc	ttt	atg	3420	
N	I	G	R	D	D	G	F	R	G	C	S	M	E	Q	L	E	S	F	M	1140	

TAC	TTC	CTC	AGC	GAG	TAT	GCG	GAT	GTG	TGC	CTG	GCC	AAC	TGC	AGC	GAG	CAC	ATG	GAC	AAG	
ta **t**	tt **t**	ct **g**	tc **c**	ga **a**	ta **c**	gc **c**	ga **c**	gt **c**	tg **t**	tt **g**	gc **g**	aa **t**	tg **t**	tc **c**	ga **a**	ca **t**	at **g**	ga **t**	aa **a**	3480
Y	F	L	S	E	Y	A	D	V	C	L	A	N	C	S	E	H	M	D	K	1160

ATT	CTC	GAC	ACC	CTG	ATG	GAC	CGG	AGG	GCC	GTG	GAG	GTC	TGA							
at **c**	ct **g**	ga **t**	ac **g**	tt **g**	at **g**	ga **t**	cg **c**	cg **c**	gc **t**	gt **c**	ga **a**	gt **g**	tga							3522
I	L	D	T	L	M	D	R	R	A	V	E	V	.							1173

Capital letters: slam wild type

Small letters: slam acu

Red letters: mutations in slam acu

Blue letters: region that is spliced out in the cDNA clone LD22808 but not in other cDNA clones such as LD36405

|| Exon-Exon junction

# Supplementary material for: Slam protein dictates subcellular localization and translation of its own mRNA
**Source:** PLoS Biol. 2017 Dec 4;15(12):e2003315. doi: 10.1371/journal.pbio.2003315
**Supplement:** S1 Table

Supplemental data Table S1: Transcripts specifically associated with Slam protein

Gene	Expression<br># transcript<br>1.5–2.5h (1)	N (2)<br>slam	N (3)<br>GFP<br>slam	Gene	Expression<br># transcript<br>1.5–2.5h (1)	N (2)<br>slam	N (3)<br>GFP<br>slam	Gene	Expression<br># transcript<br>1.5–2.5h (1)	N (2)<br>slam	N (3)<br>GFP<br>slam	Gene	Expression<br># transcript<br>1.5–2.5h (1)	N (2)<br>slam	N (3)<br>GFP<br>slam
CG14749	4283	6.33	0.06	srw	1597	2.89	0.22	BobA	304	2.31	-1.51	CG18547	441	0.04	6.77
Hip1	3482	6.24	0.02	CG31313	154	2.86	0.22	SNCF	9578	2.31	-0.16	CG12560	212	1.71	5.98
slam	72789	6.14	4.02	RhoGAP93E	1667	2.86	0.14	CG4294	755	2.31	-1.76	GstD1	55	-0.2	5.30
casp	153	5.61	0.2	unc-13	5120	2.82	-0.68	CG42238	198	2.30	-0.18	CG5455	194	0.26	4.34
CG32365	1006	5.37	-0.22	CG3198	1064	2.78	-0.52	Nipped-B	11573	2.28	-0.05	GstD9	568	0.88	4.29
cm	2729	4.98	-0.05	GCC185	2037	2.77	0.07	Jhe	387	2.28	-0.51	slam	72789	6.14	4.02
CG9776	5922	4.88	0.01	Obp56a	1105	2.76	-0.24	Ocho	201	2.26	-0.29	Arc2	141	-0.68	3.29
CG14894	3573	4.69	0.26	lft	75	2.76	-0.51	MP1	211	2.26	0.32	ffl	12379	2.32	3.15
CG5004	478	4.23	-0.04	CG10732	1830	2.75	0.44	CG12420	550	2.26	-0.56	cindr	83	1.02	2.67
eIF3-S10	14391	4.22	-0.12	lilli	2364	2.72	0.05	CG1806	88	2.26	0.1	DNasell	127	0.73	2.45
CG12730	138	4.09	-0.34	CG13427	10326	2.72	-0.42	eIF3-S9	20640	2.25	0.15	CG14688	1075	0.17	2.44
CG43659	699	3.96	0.39	Hsromega	259	2.70	-0.34	CR43432	122	2.24	-0.52	CG7381	496	0.2	2.41
CdGAPr	1105	3.92	0.21	Cpr60D	142	2.62	0.84	CG34224	239	2.23	-0.14	Sp7	304	-0.16	2.28
pigs	151	3.79	0.36	CG13713	1658	2.61	0.55	CG3625	271	2.22	0.43	Tes	599	2.39	2.17
Uhg2	66	3.79	-0.49	roX1	8638	2.58	-0.34	skl	632	2.22	-0.56	CG5261	441	-0.07	2.12
CG17931	717	3.77	-0.06	CG34383	286	2.56	-0.7	zen2	632	2.20	0.11	CG10877	825	-1.19	2.08
Cep135	1145	3.76	0.09	CG14915	6278	2.54	-0.38	Obp99a	71	2.19	-0.23	Highly abundant transcripts			
Ube3a	4063	3.72	0.07	Uhg1	259	2.53	0.13	CG42762	846	2.19	1.16	Ef1alpha48L	295136	-0.95	-0.01
CG43725	2997	3.55	0.22	scra	5451	2.53	0.46	Crtc	770	2.19	0.3	EF2	153904	-0.26	-0.24
Uhg4	119	3.55	-0.26	CG18428	383	2.51	-0.3	CG7358	3024	2.15	0.06	Act5C	105667	-0.61	-0.2
CG42699	815	3.53	-0.32	CG30287	85	2.51	-0.08	tsg	1653	2.14	0.21	betaTub56D	96965	-1.01	-0.25
Uhg8	57	3.42	0.17	CG4702	855	2.49	0.3	Atx-1	218	2.13	-0.46	Df31	95694	-0.46	-0.21
CG13454	469	3.35	-0.04	CG13000	2634	2.49	0.23	HERC2	168	2.13	0.01	RpS3A	93964	-0.52	-0.2
pros	219	3.22	-0.23	CG32104	181	2.48	0.42	Cys	4100	2.12	-1.71	lola	78336	-0.42	-0.01
CG3964	198	3.21	-0.01	comm2	117	2.47	-0.57	CG3907	364	2.11	-0.33	alphaTub84L	77829	-0.66	-0.2
CG43184	6531	3.19	-0.03	Pabp2	3675	2.46	0.1	bou	104	2.11	-0.34	kuk	76855	-0.62	0.02
CG8369	88	3.17	0.48	CG34266	1093	2.46	0.38	CG8929	4998	2.09	0.04	slam	72789	6.14	4.02
CG4440	2972	3.16	-0.06	Brd	202	2.40	-0.33	CG4953	692	2.09	0.08	RpL5	69908	0.02	-0.04
Mical	373	3.14	-0.51	Tes	599	2.39	2.17	CG13711	2784	2.09	0.13	RpL10	67130	-0.8	-0.12
Ice1	187	3.03	0.32	Ilp4	2858	2.35	-0.05	CG4266	3835	2.04	0.05	Tctp	66348	-0.59	-0.01
ZC3H3	761	3.01	-0.51	CG15479	463	2.35	0.41	CG4203	2789	2.02	0.05	RpL3	62563	-0.09	0.04
Uhg5	370	2.98	-1.57	CR43887	4190	2.33	-0.64	CG15876	3697	2.02	0.09	RpL7A	59851	-0.79	-0.18
CG1635	396	2.92	0.31	sisA	998	2.32	0.02	CG5815	1071	2.01	0.27	RpS4	59793	-0.46	-0.04
Rtnl1	13977	2.90	-0.07	ffl	12379	2.32	3.15	Patj	1999	2.00	0.00				

(1) Transcript abundance in 1.5–2.5h embryos. Data from Winkler et al (2017)

(2) Log2 of difference in transcript reads from immunoprecipitation of wild type lysate with Slam and Dia antibodies. 

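In the counts, all 102 transcripts listed for the Slam antibody were more than 4-fold enriched and 97 passed edgeR's test. CG8369, Obp56a, CG34383, CR43887 and CR43432 did not pass, at log2 enrichments of 3.14, 2.71, 2.67, 2.36 and 2.29 (adjusted p = 0.0810, 0.123, 0.0737, 0.0973 and 0.0563 from edgeR). Across genes, which are not independent replicates, the paper's values and the fitted log2 enrichments of the list had a Pearson correlation of 0.999 and differed by at most 0.191.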

Cut off: abundance higher than 50 transcripts

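All 16 transcripts listed for the GFP-binder, slam and flfl among them, were more than 4-fold enriched in the counts of the GFP-slam libraries, and 14 passed edgeR's test. CG14688 and CG5261 did not pass, at log2 enrichments of 2.48 and 2.02 (adjusted p = 0.0540 and 0.395 from edgeR). The listed values and the fitted log2 enrichments differed by at most 0.0985.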

(3) Log2 of difference in transcript reads from immunoprecipitation with GFPbinder from GFPslam and wild type lysate. Cut off: abundance higher than 10 transcripts

How the deposited data were processed for this re-analysis (not part of the article)

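RNA bound in immunoprecipitates of embryos of 1.5 to 3 h was sequenced in 2 experiments. The first compared 3 libraries with Slam antibody and 4 with Dia antibody from wild-type lysate. The second compared 2 libraries from GFP-slam lysate and 3 from wild-type lysate with the GFP-binder. Libraries were made with the TruSeq RNA kit and read on a HiSeq2000. The submitters' processing notes name bcl2fastq 2.17.1.14, FastQC 0.11.4, STAR 2.5.0 and DESeq2, without saying what each was used for. The counting tool, strand setting, genome build and annotation are not given in the sources used here. The deposited count tables hold whole numbers of reads per gene, and 0 columns of a library were left unused. Of their 15682 and 17559 genes, 394 and 7 have no symbol and are named by their identifier, and 1 identifier was corrected from its description. The authors also deposited a table for each comparison with log2 ratios, mean normalized counts and adjusted p-values that they had computed from normalized counts by a method the table does not state (file headers as in DESeq2). It was read only for the coordinates of genes and beside the fitted values. Of 1649 and 175 genes matched by name, 99.9% and 100% share a start or end with the genes of Release 6.

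Library totals ranged from 4383704 to 31647090 counts in the antibody experiment and from 20170936 to 47249817 in the GFP-binder experiment. Replicates of a group differed by more than counting error (chi-square per degree of freedom 58.7 to 473 over pairs), so that SDs and SEs between libraries exceed the precision that depth alone gives.

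Each experiment was fitted apart with edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation and glmQLFTest, TMM normalization, Benjamini-Hochberg adjustment over the genes kept, threshold 0.05). Genes were kept at a mean normalized count of at least 50 (antibody) or 10 (GFP-binder), which is a reading of the limits of N in the paper's methods. The SE of a log2 ratio is its size divided by the square root of the F statistic. The 4-fold threshold is a fitted log2 ratio above 2. Lists of genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and also with an estimated correlation and with fry, which tests whether the genes of a list move one way and does not compare them with other genes. Overlaps were tested with Fisher's exact test, and single genes with exact permutation tests of CPM (scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3). Counting intervals of CPM ratios are exact (Clopper-Pearson) at 95%, and floors are 3 counts over a group. Figures were drawn with matplotlib 3.10.9.

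The tests, the groups, the alternatives and the 15 gene lists were fixed before the count tables were examined, apart from the tests and alternatives named as chosen later. The values in S1 Table, which come from these same libraries, had been seen by then. The gene lists are thus not independent of the data. The lists are cellularization, actin, microtubules, germ plasm, zygotic genes of the blastoderm outside S1 Table, maternal transcripts, nuclear noncoding RNAs, ribosomal proteins, translation factors, the mitochondrial genome, histones, eggshell genes of follicle cells, differentiation genes of later embryos, detoxification (glutathione S-transferases and cytochromes P450 of the Cyp6 family) and RNA-binding proteins of localization. Genes are named when the paper names them for these precipitates, when they are among the 10 highest or 10 lowest log2 ratios that passed the test with groups that do not overlap, when they are among the 4 members of a list with the lowest adjusted p, or when they are among the abundant transcripts of S1 Table. The values in S1 Table had been seen when this rule was written. Genes that make up a count of 5 or fewer, and those singled out by abundance or by counts of 0, were named after their values were seen. Groups did not overlap for 27.4% of genes in the antibody experiment, where chance gives 5.71%, and for 17.4% in the GFP-binder experiment, where chance gives 20.0%.

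The alternatives were normalization by RLE or total counts, DESeq2 1.42.0, other minimums of counts, replicate numbers as blocks, a fit of both experiments together, a ratio of mean CPM with 1 added to each mean, thresholds of 2-fold or of 4-fold with an adjusted p, and each library left out in turn. The last was extended to the gene lists after the data were seen. Leaving out a GFP-slam library leaves 1 in that group, which is then assumed to vary like wild type. The labels give replicate numbers but do not say whether libraries of one number pair. This was examined by correlating their deviations from group means across genes. For the antibodies, libraries of the same number had correlations of 0.254, 0.391 and 0.151, although Slam 3 had one of 0.278 with Dia 4. For the GFP-binder, the 2 pairs had 0.191 and 0.208, too few to judge.

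The fits were tested on simulated data. Counts were drawn as independent negative binomial values with the dispersions that edgeR had fitted, and 100 genes were changed by each fold. The simulation holds no pairing or shared effect of libraries. A low share of false calls is thus largely built in and does not measure that of the real data. At 7466 genes, 3 libraries against 4, 81.0% of genes changed 4-fold and 99.0% of those changed 16-fold were found, and 5.26% of calls were false. At 8767 genes, 2 against 3, these were 73.0%, 89.0% and 5.81%. The median error of the log2 ratio was 0.196 and 0.200 for 4-fold and 16-fold changes in the first design and 0.261 and 0.334 in the second. The RT-qPCR data of Fig 7, which the paper gives in S1 Data, and the western blots are not among the files of the series and were not re-analysed.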

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

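The tests of capture that does not pass through Slam, of low dia RNA with the Slam antibody and of a bait taken down with its own mRNA were chosen only after the results were seen.

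Of 7466 transcripts, 411 were more than 4-fold higher with the Slam antibody, and 781 passed edgeR's test. Only 1 of 35 splits of the libraries, the real one, gave as many, with 108 and 3 as the highest of the others. The labels do not say whether equal replicate numbers pair the libraries. If they do, the 8 splits that part all 3 pairs, with 78 and 0 as the highest of the others, are too few for a share under 0.05. When every library was thinned to 4383704 counts, 93.9% (92.2% to 95.4% over 10 thinnings) stayed above 4-fold. Thinning lowers all genes of a library alike and keeps the ratios on average, so that it cannot decide whether unequal depth is a cause. Genes detected were 11115 to 12486 with the Slam antibody and 8129 to 9757 with the Dia antibody. Without the 10 genes of highest mean count, 96.6% of 407 stayed. TMM trims genes of extreme ratio, so that taking them out hardly moves the other ratios. That result cannot decide whether a few genes taking most of the counts is a cause. With libraries scaled by total counts, which such genes do affect, 379 were above 4-fold, all of them among the 411. The 10 highest genes of each single library took 10.8% to 20.5% of its counts with the Slam antibody and 4.98% to 8.95% with the Dia antibody. Capture by the antibody that does not pass through Slam stays a candidate explanation for most of them. Of the 390 measured in both experiments, slam, flfl and Tes, which go against it, were set aside. The other 387 had a median log2 enrichment of -0.10 with GFP-slam (quartiles -0.74 and 0.34) against 2.75 with the antibody. Complexes that the GFP tag hides, and differences between the lysates, are biological alternatives that were not tested.

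With GFP-slam, 102 transcripts were more than 4-fold higher and 66 passed edgeR's test, where the highest of the other 9 splits had 264 above 4-fold (4 of all 10 had at least as many as the real one) and 0 that passed, and 10 splits are too few for a share under 0.05. After thinning to 20170936 counts, 92.7% (88.2% to 96.1% over 10 thinnings) stayed above 4-fold, which cannot decide on unequal depth either, since thinning keeps the ratios on average. The genotype of the GFP-slam strain is a candidate explanation for part of them, since 9 of 36 placed transcripts that passed had another within 5 genes, where random sets had 1.42 on average (permutation test of 10000 sets, one-sided p = 0.0006), as with Cyp4p2 and Cyp4p1, GstD9, GstD1 and GstD3, mthl3 and Tes, and CG31370 and CG10559, of which the paralogs may share reads. The antibody experiment, with 1 genotype, also had 113 of 257 against 77.9 (same permutation test, p = 0.0002), so that neighbours alone do not show a genotype. y, at 28.5 ± 5.54 CPM against 0.538 ± 0.0854, and w, at 840 counts over 2 libraries against 30 over 3, are pigmentation genes used as strain markers, and the RNA of the lysates, in which a difference of expression would show, was not analysed.

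The RNA of dia, which the paper does not discuss for these precipitates, was more than 4-fold higher with the Dia antibody (log2 enrichment of -3.45, SE 0.545). Normalization is argued against as the cause, since the value closest to 0 over the planned scalings, minimums and fits was -3.45. A low level with the Slam antibody stays open. dia had 188 ± 44.4 CPM there against 224 ± 60.5 in the 5 GFP-binder libraries (log2 ratio of -0.25). The experiments were scaled apart and precipitated differently, so that these CPM are not on one scale and cannot decide. Capture of the bait with its own mRNA is a candidate explanation. dia had 2058 ± 1210 CPM with the Dia antibody, at least 665 in each library. On the same scale, dia had at most 233 CPM with the Slam antibody. It had at most 295 in each of the other 8 libraries (log2 ratio of 3.29), but those of the GFP-binder were scaled apart. No biological explanation beyond such capture was tested.

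Magi RNA was likewise more than 4-fold higher with the Dia antibody (log2 enrichment of -6.06), at 20553, 3713, 6341 and 665 CPM in Dia 1 to Dia 4 and 117 ± 28.6 CPM with the Slam antibody.

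Of 82 values tested over the 4 Dia antibody libraries, 6 had a library far from the others by Dixon's criterion, which chance gives for about 1 in 20 values of normal spread. That rate does not hold for genes with almost no counts in these libraries. CR43995 had 0.0468 CPM in Dia 4 and 0 in the others. CG8157 had 0.281 CPM in Dia 4 and 0 in the others. CR43051 had 0.349 CPM in Dia 1 and 0 in the others. Where all other libraries have 0, any count meets the criterion by construction, so that CR43995, CG8157 and CR43051 show no outlying library. CG14749 had 385 CPM in Dia 4, and the next value was 194. E(spl)malpha-BFM had 7.95 CPM in Dia 1, and the next value was 11.0. RhoGEF2 had 373 CPM in Dia 2, and the next value was 249.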

How the results depend on the processing

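Leaving out single libraries in the tests of gene lists was chosen only after the data were seen, and the other alternatives were planned. Over 16 main results, 139 alternatives left the result as it was and 51 moved it. Over 159 single genes and lists, 1950 left it, 157 lost a call, 26 gained one and 2 turned the direction. The cause was not tested for any of these unless stated. slam passed edgeR's test and kept its direction under every alternative that holds a test in both experiments, with log2 enrichments of 5.38 to 6.73 and 3.94 to 4.06 with single libraries left out. With the Slam antibody, the 781 transcripts that passed became 1278 with DESeq2, 1418 with the replicate block and 309 to 1007 with single libraries left out. The 411 above 4-fold became 1123 with filterByExpr, 3338 with no filter, 640 with the minimum in the higher group, 262 with an adjusted p added and 953 at 2-fold, as fewer or more genes enter by construction, and 296 to 471 with single libraries left out. The rank of slam, 5, became 101, 295 and 31 under the first 3 of these filters, 13 with the replicate block and 1 to 18 with single libraries left out. With GFP-slam, the 66 that passed became 198 with DESeq2, 286 with no filter, 133 with the replicate block and 23 to 158 with single libraries left out. The 102 above 4-fold became 1162 with no filter, 158 with the minimum in the higher group, 32 by the ratio of mean CPM, 37 with an adjusted p added, 371 at 2-fold and 69 to 197 with single libraries left out. The rank of slam, 23, became 183 with no filter. The 10 transcripts above 4-fold in both became 26 with filterByExpr, 475 with no filter, 18 with the minimum in the higher group, 3 by the ratio of mean CPM, 3 with an adjusted p added, 65 at 2-fold and 6 to 25 with single libraries left out. The 8 and 3 gene lists that passed became 0 and 0 with an estimated correlation, 5 and 1 with fry, and 7 to 11 and 2 to 9 with single libraries left out. With GFP-slam and single libraries left out, camera's adjusted p ran from 7.35e-19 to 0.836 for the mitochondrial list, which turned upward at 0.836 without GFP-slam 1, and from 2.09e-09 to 0.487 for the later embryo list, which without GFP-slam 1 turned upward and passed (adjusted p = 7.24e-06, against 0.503 downward). With the replicate block, the later embryo list no longer passed with the Slam antibody (adjusted p = 0.0592) and the actin list did (adjusted p = 0.0491). Depth limits ratios that rest on few control counts, such as that of CR43995, with 1 count over the Dia antibody libraries and a 95% counting interval of 84.1 to 18592 for its CPM ratio.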

Differences from the paper's values

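The count behind Fig 7E for the Slam antibody is 102 transcripts in the paper and 411 here, at the paper's threshold of 4-fold and with a mean normalized count of at least 50 in the libraries, and none of the alternatives set before the data were examined came within the criterion. For GFP-slam it is 16 in the paper and 102 here, at 4-fold and a mean normalized count of at least 10, and again none of these alternatives came within it. For the intersection it is 3 in the paper and 10 here. The paper's 3 was reached by the ratio of mean CPM and by 4-fold with an adjusted p from edgeR, and by none of the others. S1 Table states its limits of 50 and 10 for abundance in transcripts and lists abundances from another dataset that was not used here, so that the counts of the paper and those here do not rest on a minimum known to be the same.

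All 102 and 16 transcripts of the paper's lists were also above 4-fold here, and slam ranked 1 of the 10 shared transcripts, as the paper states for its intersection. The authors' deposited tables list 454 and 21 transcripts above a log2 ratio of 2, and their values for slam are 4.63 and 3.69, where the fit here gave 6.29 and 4.03.

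Of 258 values of S1 Table compared, with a median difference of 0.0475, 1 differed in sign or by more than the replicate SD. For CG5261 with the Slam antibody, the paper's log2 value is -0.07 and the fit here gave 0.00 (0.00143, replicate SD 0.269). The paper's sign was met with RLE and total-count normalization, with DESeq2 and without Dia 2, Dia 3, Slam 1 or Slam 3, which is 7 of 15 alternatives.

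The paper states that no other abundant transcript was enriched. Of its 15 abundant transcripts beside slam, 0 were higher here in edgeR's test (0 at an unadjusted p under 0.05, 0 with DESeq2). Among the 50 transcripts of highest mean count over both antibody groups, 11 with slam were more than 4-fold enriched, but the enriched libraries contribute to that order. Of the 50 transcripts of highest CPM in the wild-type libraries with the GFP-binder, among which slam is not, 0 were higher with the Slam antibody in edgeR's test (0 at an unadjusted p under 0.05, 0 with DESeq2).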

Other observations

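Gene lists were tested one library short only after the data were seen, as was the abundance of transcripts in the libraries.

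Of 31 transcripts of RNA-binding proteins with the Slam antibody, Pabp2, a poly(A)-binding protein of the nucleus, rose by a log2 enrichment of 2.53 (SE 0.194, adjusted p = 1.30e-05 from edgeR) and 6 were lower, among them btz and mago of the exon junction complex, Fmr1 and orb (1 and 11 when adjusted over the list alone). The 6 became 12 with DESeq2 and 0 without Slam 2 or Slam 3. The list's median was -0.35 (camera, adjusted p = 4.02e-04, and adjusted p = 0.333 with an estimated correlation). Of 32 translation factors, eIF3-S10 and eIF3-S9 were higher and Ef1beta, eIF-4a and Ef1alpha48D lower (2 and 5 when adjusted over the list alone), with a median of -0.37 (adjusted p = 0.0146, and adjusted p = 0.333 with an estimated correlation). Of 40 maternal transcripts, gnu, a regulator of the early cell cycles, tral and Pc were lower (1 lower when adjusted over the list alone), with a median of -0.23 (adjusted p = 0.0170, adjusted p = 0.333 with an estimated correlation, and 0.0997 and 0.0532 without Dia 4 and Slam 2). Of 5 histone transcripts, His3.3B was lower at -1.01 (2 lower when adjusted over the list alone), with a median of -0.48 (adjusted p = 0.0418, adjusted p = 0.333 with an estimated correlation, and 0.0683, 0.0748, 0.0528, 0.0613 and 0.0667 without Dia 1, Dia 2, Dia 3, Slam 1 and Slam 3). Of 33 differentiation genes of later embryos, 6 were higher, among them Obp99a, an odorant-binding protein, nrv2, a subunit of the sodium pump, and srp, a GATA factor (7 when adjusted over the list alone), with a median of 0.43 (adjusted p = 0.00502, adjusted p = 0.333 with an estimated correlation, 0.0592 with replicate numbers as blocks and 0.0820 without Dia 4). S1 Table lists 5 members of the whole list of later embryos. Of 18 germ plasm transcripts, zpg and orb were lower (1 and 3 when adjusted over the list alone), with a median of -0.30 (adjusted p = 0.0705, and 0.0210 without Dia 3). Of 25 detoxification transcripts, GstE1 was lower, with a median of 0.35 (adjusted p = 0.209). None of 6 mitochondrial transcripts passed edgeR's test (0 at an unadjusted p under 0.05, 0 with DESeq2), with a median of 0.74 (adjusted p = 0.904, and 0.0411 without Slam 1). No eggshell transcript was kept. Each transcript named here as lower lost its call in edgeR's test without at least 1 library, with adjusted p up to 0.183 for tral, and mago also with RLE normalization (adjusted p = 0.0530).

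With GFP-slam, of 38 detoxification transcripts GstD1, GstD9 and GstD3, which are neighbours and paralogs, were higher (5 higher and 1 lower when adjusted over the list alone), with a median of 0.48 (camera, adjusted p = 3.31e-07, adjusted p = 0.102 with an estimated correlation and 0.0332 with fry). GstD9 no longer passed edgeR's test without wild type 1 (adjusted p = 0.0690), and GstD3 (adjusted p = 0.0465) no longer passed without GFP-slam 1, wild type 1, 2 or 3 (adjusted p = 0.0677, 0.178, 0.255 and 0.250), with total-count normalization (adjusted p = 0.0666) or in the fit of both experiments together (adjusted p = 0.361). Of 21 mitochondrial transcripts, 0 passed edgeR's test (0 higher and 1 lower at an unadjusted p under 0.05, 0 with DESeq2), with a median of -0.71 (camera, adjusted p = 1.00e-05, adjusted p = 0.930 with an estimated correlation, and an upward adjusted p = 0.836 without GFP-slam 1), and 8 were lower in edgeR's test without GFP-slam 3. Sp7, a protease of melanization, was the 1 transcript of 37 of later embryos that was higher, at 2.26 (SE 0.247, adjusted p = 0.00223 from edgeR), and the list's median was 0.23 while camera's direction was downward (adjusted p = 0.503, 2.09e-09 downward without GFP-slam 3 and 7.24e-06 upward without GFP-slam 1). Of 43 maternal, 18 germ plasm, 34 translation factor and 6 histone transcripts, 0 passed edgeR's test (0 at an unadjusted p under 0.05, 0 with DESeq2), and of 31 RNA-binding proteins 0 passed (1 higher at an unadjusted p under 0.05, 0 with DESeq2). Camera gave adjusted p = 0.184, 0.793, 0.862, 0.487 and 0.403 for these in turn, with 0.0112 and 0.0409 for the maternal list without wild type 1 and GFP-slam 3 and 0.0183 for RNA-binding proteins without GFP-slam 3. Of the eggshell genes, Fcp3C was kept, with a log2 enrichment of -1.37 (adjusted p = 1.00 from edgeR).

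The 9 of 35 splits that gave at least 8 lists with the Slam antibody, the highest of the others with 10, leave chance open for that number. Of the 8 splits that part the libraries of each of the 3 shared replicate numbers, 2 gave as many.

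Of the RT-qPCR genes of Fig 7A, none of Act5C, Gapdh1, Gapdh2, alphaTub84B, RhoGEF2, bnk, Kr and hb passed edgeR's test with the Slam antibody, with log2 enrichments of -0.55, -0.58, -0.48, -0.61, -0.09, 0.13, -0.01 and 0.11. Act5C, Gapdh1 and alphaTub84B were lower at an unadjusted p under 0.05, and Gapdh1 alone of the 8 passed with DESeq2, as lower (adjusted p = 0.00821). Patj, another of the RT-qPCR genes, did pass edgeR's test and was higher with the Slam antibody, at 2.11 (adjusted p = 0.00303). RpL32 was lower at -0.75 (adjusted p = 0.0401), though not without Dia 1, Dia 3, Slam 1, Slam 2 or Slam 3. With GFP-slam, these genes, Patj included, had values between -0.58 for hb and 0.46 for Gapdh2, and none passed.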
